# Type-I collagen produced by distinct fibroblast lineages reveals specific function during embryogenesis and Osteogenesis Imperfecta

**DOI:** 10.1038/s41467-021-27563-3

**Published:** 2021-12-10

**Authors:** Yang Chen, Sujuan Yang, Sara Lovisa, Catherine G. Ambrose, Kathleen M. McAndrews, Hikaru Sugimoto, Raghu Kalluri

**Keywords:** Bone development, Cell lineage, Extracellular matrix

## Abstract

Type I collagen (Col1) is the most abundant protein in mammals. Col1 contributes to 90% of the total organic component of bone matrix. However, the precise cellular origin and functional contribution of Col1 in embryogenesis and bone formation remain unknown. Single-cell RNA-sequencing analysis identifies Fap^+^ cells and Fsp1^+^ cells as the major contributors of Col1 in the bone. We generate transgenic mouse models to genetically delete Col1 in various cell lineages. Complete, whole-body Col1 deletion leads to failed gastrulation and early embryonic lethality. Specific Col1 deletion in Fap^+^ cells causes severe skeletal defects, with hemorrhage, edema, and prenatal lethality. Specific Col1 deletion in Fsp1^+^ cells results in Osteogenesis Imperfecta-like phenotypes in adult mice, with spontaneous fractures and compromised bone healing. This study demonstrates specific contributions of mesenchymal cell lineages to Col1 production in organogenesis, skeletal development, and bone formation/repair, with potential insights into cell-based therapy for patients with Osteogenesis Imperfecta.

## Abstract (web summary)

Collagen is the most abundant protein in the human body. Here, the authors show that different classes of fibroblasts produce collagen of unique functions with different impacts on embryo development and bone formation.

## Introduction

Type I collagen (Col1), a fibrillar collagen, is the most abundant protein in mammals. The basic functional unit of Col1 is a heterotrimer consisting of two α1 chains and one α2 chain that assemble together to form a triple helical structure. Each α-chain polypeptide is synthesized in the cytosol and combines with two other α-chains to generate a triple-helical type I procollagen (in the format of α1α2α1) with N-terminal and C-terminal propeptides. Subsequently, the procollagen molecule is secreted into the extracellular space where the N-terminal and C-terminal propeptides are cleaved by propeptidases, generating the basic functional heterotrimeric unit of Col1. The Col1 triple helical rod-like molecules interact with each other to form fibrils and undergo further crosslinking to form large bundles of fibers.

During embryogenesis, many organs express Col1 to likely facilitate cellular migration, differentiation and structural compartmentalization^1^. Insertional mutation of *Col1a1* gene resulted in complete absence of Col1 and led to embryonic lethality^2^. Genetic mutations in *Col1a1* or *Col1a2* genes (or other genes affecting Col1 biosynthesis) in humans lead to multiple subtypes of Osteogenesis Imperfecta (OI) syndrome, a bone disease referred to as the ‘brittle bone disease’^3–5^. Previous studies established and investigated various Osteogenesis Imperfecta mouse models using different genetic targeting/manipulating approaches with some success^6–19^. Particularly, recent studies demonstrated that *Col1a1* heterozygous mutation/deletion in transgenic mouse models lead to Osteogenesis Imperfecta phenotypes^14,19^.

Col1 contributes around 90% of the total organic component of bone matrix. The development, formation, and homeostasis of bone tissue involve mesenchymal cell lineages in the synthesis, deposition, and remodeling of Col1^4,20^. These mesenchymal cell lineages include osteoblasts and fibroblasts, which can be differentiated from mesenchymal stem/stromal cells (MSCs)^3,4,21–25^. However, the precise contributions of Col1 produced by these mesenchymal cell lineages and fibroblasts in the development and function of bones remain unknown. Recent studies, using single-cell RNA sequencing analysis (sc-RNA-seq) and other techniques, highlighted the distinct features and potential functions of various osteogenic cell subpopulations in the bone and bone marrow, shedding some light on the potential mechanisms driving bone homeostasis and repair^26–28^. In this present study, we analyzed sc-RNA-seq dataset on bone and bone marrow stroma of healthy mice^27^, and identified the expression of *Col1a1* gene dominantly in Fap^+^ (fibroblast activation protein; encoded by *Fap*) mesenchymal cells, as well as S100a4^+^ (also known as fibroblast-specific protein 1, Fsp1; encoded by *S100a4*) mesenchymal cells. Next, we generated novel genetically engineered mouse models (GEMMs) allowing the conditional deletion of Col1 specifically in Fap^+^ or Fsp1^+^ cells, as well as in other cell lineages. The *Col1a1*^*loxP/loxP*^ mouse strain was crossed with multiple Cre recombinase mouse strains including *CMV-Cre*, *Fap-Cre*, *Fsp1 (S100a4)-Cre*, *αSMA (Acta2)-Cre,* and *Cdh5-Cre* strains. These mice revealed distinct phenotypes due to Cre recombinase-driven Col1 deletion in targeted cell lineages. Taken together, this study provides comprehensive investigation of the functional roles of Col1 produced by various cell lineages in organogenesis, osteogenesis, and bone-related diseases.

## Results

### Analysis of single-cell RNA-sequencing of mouse bone and bone marrow identifies type I collagen (Col1)-producing fibroblast/mesenchymal lineages

Bone marrow is one of the sources of mesenchymal lineages, pluripotent cells that differentiate into a variety of cell types such as osteoblasts, chondrocytes, and fibroblasts^3,4,21–25^. To identify the cell populations involved in type I collagen (Col1) production in osteogenesis, we further analyzed the single-cell RNA-sequencing data^27^ of combined cells from mouse bone (including the periosteum) and the bone marrow (Fig. 1a, Supplementary Fig. S1 and S2). Consistent with previous report^27^, six distinct non-hematopoietic cell populations were identified in the bone and the bone marrow (Fig. 1a–c, Supplementary Fig. S1). These are MSCs (expressing *Lepr* and *Cxcl12*, also called Cxcl12-abundant-reticular cells)^28–30^, MSC-descendent osteolineage cells (OLCs; expressing *Bglap* and *Runx2*)^31,32^, chondrocytes (expressing *Acan* and *Col2a1*)^33,34^, fibroblasts (expressing *S100a4* and *Dcn*)^35^, bone marrow endothelial cells (BMECs; expressing *Cdh5*, encoding VE-cadherin)^36^, and smooth-muscle cell/mesenchymal lineage (SMC/mesenchymal) (expressing *Acta2* and *Myh11*)^37^.

**Fig. 1:**
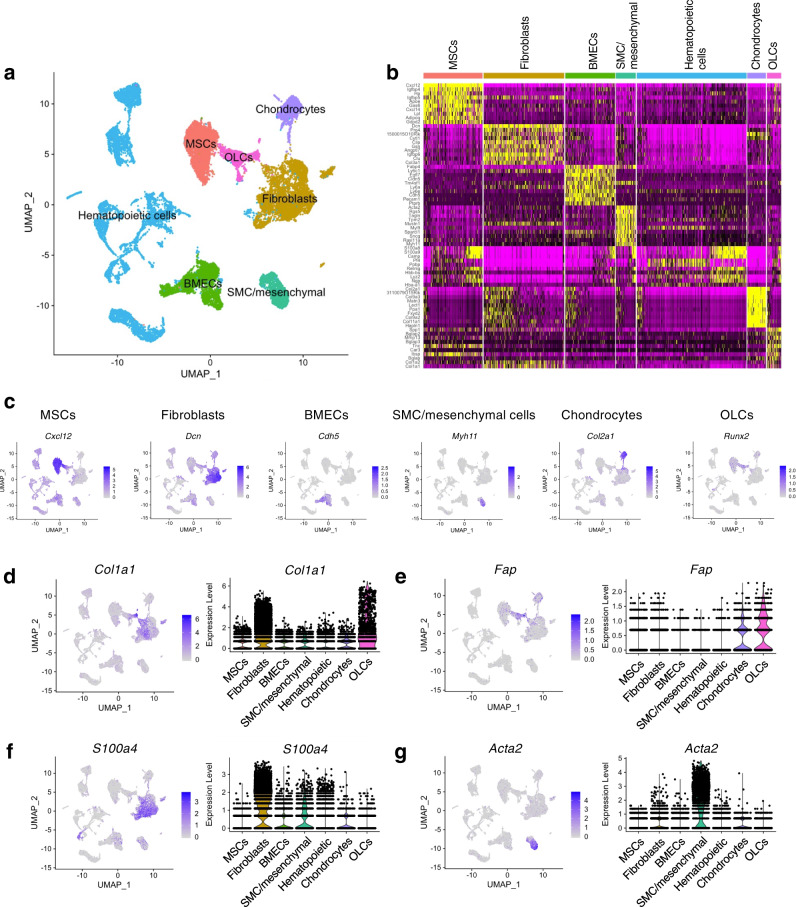
Single-cell RNA-sequencing analysis identifies Col1-producing cells/lineages in bone and bone marrow fractions. **a**–**c** Single-cell RNA-sequencing (sc-RNA-seq) analysis of cell mixture of mouse bone and bone marrow fractions (*n* = 6 mice) from a recently published dataset (GSE128423). Functional clusters of cells were defined with group definition listed, as implemented in the Seurat R package (**a**). MSCs mesenchymal stem/stromal cells, OLCs osteolineage cells derived from MSCs, BMECs bone marrow endothelial cells, SMC/mesenchymal smooth-muscle cell/mesenchymal lineage. **b** Heat map showing the scaled expression values of discriminating signature genes for the functional clusters of cells defined above. (**c**) Expression profile of representative signature gene for each of the non-hematopoietic cell clusters. Continued in Supplementary Fig. 1 and 2. **d**–**g** Expression profile of type I collagen α1 chain (*Col1a1*; **d**), fibroblast activation protein (*Fap*; **e**), fibroblast-specific protein 1 (*S100a4*; **f**), and α-smooth muscle actin (*Acta2*; **g**) among defined cell clusters shown in UMAP plot and violin plot.

Next, we determined that *Col1a1* is highly expressed by MSC-descendent OLCs and fibroblasts (Fig. 1d). We simultaneously examined the expression of several genes encoding common fibroblast/mesenchymal markers, such as *Fap* (encoding fibroblast activation protein, Fap), *S100a4* (encoding Fibroblast-specific protein 1, Fsp1), and *Acta2* (encoding α-smooth muscle actin, αSMA), among the cell populations of bone and bone marrow. *Fap* expression was observed in cell clusters defined as MSC-descendent OLCs (Fig. 1e), and also observed in chondrocytes, fibroblasts, and MSCs. *Fap* expression in OLCs was observed in the matrix-producing mature osteoblast subpopulation expressing *Bglap* (encoding osteocalcin) (Supplementary Fig. 1b), and also the osteoprogenitor cell subpopulation expressing *Sp7* (Osterix) and *Mmp13* (Supplementary Fig. 1c)^27,28^. *S100a4* (Fsp1) expression was dominantly detected in all fibroblast clusters^27,35^, but also detected in SMC/mesenchymal cells, chondrocytes, and endothelial cells (Fig. 1f). *Acta2* (αSMA) was predominantly expressed in the SMC/mesenchymal cells, and was expressed in other cell types such as fibroblasts, chondrocytes, or osteolineage cells (Fig. 1g). It is important to note that *Col1a1*-expressing cell populations were largely constituted of Fap-expressing cells and Fsp1-expressing cells. *Col1a1* expression in OLCs was found predominantly in differentiated osteoblasts expressing *Bglap* (Fig. 1d, Supplementary Fig. 1b), but sparsely in osteoprogenitor cells expressing *Sp7* and *Mmp13* (Supplementary Fig. 1c), which is consistent with recent observations^26,27^. Taken together, these results suggest that Fap-expressing cells and Fsp1-expressing cells are likely associated with Col1 synthesis in the bones, prompting us to further investigate the functional role of Col1 produced by these cell lineages.

### Systemic deletion of *Col1a1* employing CMV-Cre results in failed gastrulation and early embryonic lethality

We generated *Col1a1*^*loxP/loxP*^ mice allowing for conditional deletion of floxed *Col1a1* gene (encoding type I collagen α1 chain). Complete Col1 deletion can be achieved with loss of *Col1a1* due to the fact that Col1α1 chain (encoded by *Col1a1* gene) is essential for Col1 triple helical trimer formation, while Col1α2 chain (encoded by *Col1a2* gene) alone cannot form Col1 trimers. Next, to investigate the functional role of Col1 in embryogenesis and organ development, we crossed *Col1a1*^*loxP/loxP*^ mice with *CMV-Cre* mice (Fig. 2a) to achieve the systemic (whole-body) deletion of Col1 (*CMV-Cre;Col1a1*^*loxP/loxP*^, referred to also as Col1a1^cmvKO^). *CMV-Cre* transgene, under the control of human cytomegalovirus (CMV) minimal promoter, ubiquitously deletes *loxP*-flanked genes in all tissues including germline cells. Live progeny of Col1a1^cmvKO^ was not obtained, indicating the embryonic lethality (Fig. 2b). To further determine the stage of lethality, we dissected embryos at E9.5 and E12.5 (Fig. 2c–e). Specifically, Col1a1^cmvKO^ embryos at E9.5 revealed a retarded development with the morphology that was normally observed at the E6-E7 gastrulation stage (Fig. 2c). Our results indicate the essential role of Col1 during gastrulation, consistent with previous observations identifying Col1 protein between embryonic endoderm and mesoderm^2^. Moreover, our observations that the whole-body KO of Col1 (truncated *Col1a1* exons 2-5 by CMV-Cre) resulted in failed gastrulation, arrested embryonic development at E6-E7, and the death of embryos (Fig. 2d, e), validated previous observations with a mouse model harboring the loss of Col1 by insertional mutation of *Col1a1* gene, resulting in embryonic lethality at E12-E14 due to blood vessel rupture^2^. *CMV-Cre;Col1a1*^*loxP/+*^ mice harboring heterozygous *Col1a1* loss revealed minimal abnormalities in their general health, overall survival, or their breeding ability until 6-month age (Supplementary Fig. 3a). Mild spontaneous bone fractures could be observed by X-ray examination in 6-month-old *CMV-Cre;Col1a1*^*loxP/+*^ mice (Supplementary Fig. 3b), consistent with previous studies using Osteogenesis Imperfecta type I mouse models harboring *Col1a1* heterozygous truncation/mutation^14,19^. Further investigations will be required to evaluate the mechanism by which such *Col1a1* haploinsufficiency in *CMV-Cre;Col1a1*^*loxP/+*^ mice may lead to the phenotype similar to human type I Osteogenesis Imperfecta (OI).

**Fig. 2:**
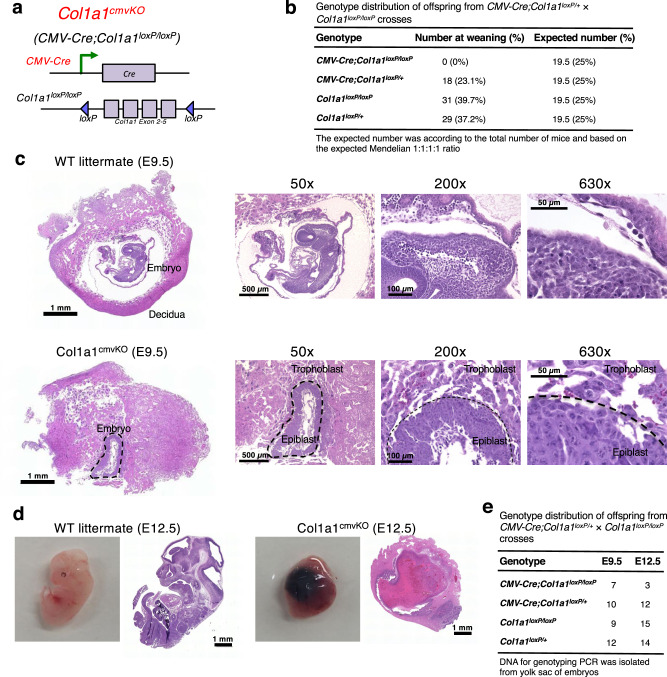
Systemic deletion of Col1 by CMV-Cre transgene results in early embryonic lethality. **a** Genetic strategy to achieve systemic (whole-body) knockout of type I collagen α1 chain (*Col1a1*) by crossing the *Col1a1*^*loxP/loxP*^ mice with generic *CMV-Cre* mice. **b** Genotype distribution in live offspring examined at the time of weaning from the crosses between *CMV-Cre;Col1a1*^*loxP/+*^ and *Col1a1*^*loxP/loxP*^ mice. **c**, **d** Hematoxylin and eosin (H&E) staining of the embryos of *CMV-Cre-negative;Col1a1*^*loxP/loxP*^ (WT; wild-type) and *CMV-Cre;Col1a1*^*loxP/loxP*^ (Col1a1^cmvKO^) at embryonic day E9.5 (**c**) and E12.5 (**d**). Col1a1^cmvKO^ embryo of E9.5 was indicated by dashed line, with labeled epiblast and trophoblast areas. Representative images were shown for WT embryos (*n* = 6) and Col1a1^cmvKO^ embryos (*n* = 6) of E9.5 (**c**); and WT embryos (*n* = 6) and Col1a1^cmvKO^ embryos (*n* = 3, limited number of obtained embryos due to lethality) of E12.5 (**d**). **e** Genotype distribution in live offspring examined at E9.5 and E12.5 from the crosses between *CMV-Cre;Col1a1*^*loxP/+*^ and *Col1a1*^*loxP/loxP*^ mice. Scale bars of whole-mount sections, 1 mm; Scale bars at 50× magnification, 500 μm; Scale bars at 200× magnification, 100 μm; Scale bars at 630× magnification, 50 μm.

### Specific deletion of Col1 in Fap^+^ cells leads to impaired skeletal development and embryonic lethality

To test the functional role of Col1 produced by the Fap^+^ cells in the bone, we generated the *Fap-Cre;Col1a1*^*loxP/loxP*^ (Col1a1^fapKO^) mice (Fig. 3a). Most Col1a1^fapKO^ embryos were non-viable past E16.5 and revealed prominent hemorrhage and edema (Fig. 3b), while the number of Col1a1^fapKO^ embryos at E8.5 was comparable to the expected number based on Mendelian ratio (Fig. 3c). Histological analysis further confirmed the hemorrhagic phenotype in major organs and pharyngeal arch arteries in Col1a1^fapKO^ embryos (Fig. 3d). Significantly decreased collagen deposition in skeletal system was also observed in Col1a1^fapKO^ embryos, as examined by Col1 immunohistochemical staining (Fig. 3e, f) as well as Picrosirius Red staining (Supplementary Fig. 4 and 5a). Despite the decreased Col1 deposition, the skeletal morphology of Col1a1^fapKO^ embryos did not reveal prominent deformity as compared with WT embryos. Live progeny of Col1a1^fapKO^ genotype was almost never observed with only one exception, indicating that Col1a1^fapKO^ leads to embryonic lethality with almost 100% penetrance (Fig. 3g).

**Fig. 3:**
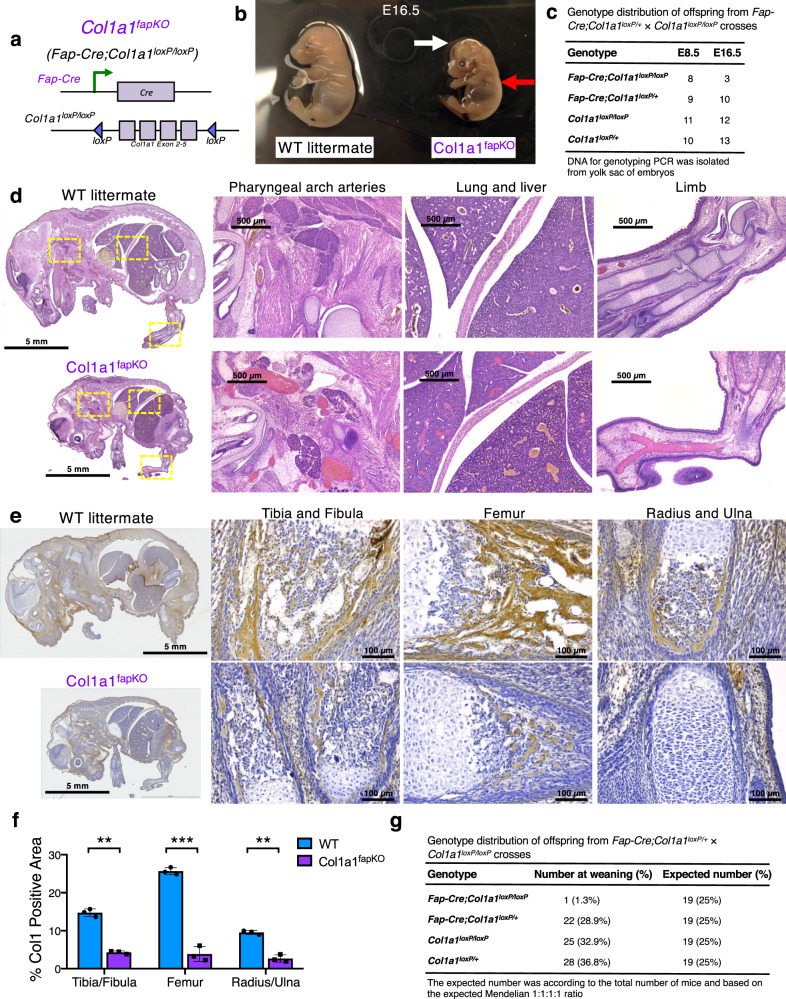
Specific deletion of Col1 in Fap-lineage cells leads to impaired skeletal development and late embryonic lethality. **a** Genetic strategy to delete *Col1a1* specifically in Fap-lineage cells by crossing the *Col1a1*^*loxP/loxP*^ mice with *Fap-Cre* mice. **b** Wild-type (WT; with genotype of *Fap-Cre-negative;Col1a1*^*loxP/loxP*^) and Col1a1^fapKO^ (*Fap-Cre;Col1a1*^*loxP/loxP*^) embryos at E16.5. The Col1a1^fapKO^ embryo exhibits hydrops fetalis (white arrow) and hemorrhage (red arrow). **c** Genotype distribution in live offspring documented examined at E9.5 and E12.5 from the crosses between *Fap-Cre;Col1a1*^*loxP/+*^ and *Col1a1*^*loxP/loxP*^ mice. **d**–**f** H&E staining (**d**) and Col1 immunohistochemistry staining (**e**) of the embryos of WT and Col1a1^fapKO^ at E16.5. Quantification of % positive area for Col1 staining was based on three mice per group (**f**). The unpaired, two-tailed *t* test was used to compare the mean of two independent groups. **P = 0.00116 (tibia/fibula), ***P = 0.00057 (femur), **P = 0.00149 (radius/ulna). Data are represented as mean ± SEM. Additional Picrosirius Red staining was shown in Supplementary Fig. 4. **g** Genotype distribution in live offspring documented at the time of weaning from the crosses between *Fap-Cre;Col1a1*^*loxP/+*^ and *Col1a1*^*loxP/loxP*^ mice. Scale bars of whole-mount sections, 5 mm; Scale bars at 50× magnification, 500 μm; Scale bars at 200× magnification, 100 μm.

Despite the fact that most Col1a1^fapKO^ embryos died prenatally, we indeed observed one live progeny with Col1a1^fapKO^ genotype. This mouse was drastically smaller in size compared to its littermates with severely defective/fractured skeleton throughout the body (Fig. 4a). Histological analysis further revealed the dramatic fractures in Col1a1^fapKO^ mouse (Fig. 4b), associated with significantly decreased Col1 deposition in the bones (Fig. 4c, d). The fractures in Col1a1^fapKO^ mouse was accompanied by the significant accumulation of chondrocytes and cartilage deposition, as examined by H&E and Safranin-O/Fast Green staining (Fig. 4c, d). Prominent deformities were also observed in both the limb skeleton and the axial skeleton of the Col1a1^fapKO^ mouse (Supplementary Fig. 5b). A lineage-tracing *Fap-Cre;LSL-tdTomato* mouse model exhibited colocalization between *Fap-Cre*-tdTomato^+^ cells and osteoblast marker osteocalcin (Fig. 4e), consistent with previous sc-RNA-seq analysis showing *Fap*-expression in osteolineage cells (Fig. 1e). These results do not rule out the possibility that Fap^+^ fibroblasts may derive from osteolineage cells or osteoblasts. Taken together, these results demonstrate the fundamental role of Fap^+^ cells in the de novo production of Col1in vascular organogenesis and bone development during embryogenesis.

**Fig. 4:**
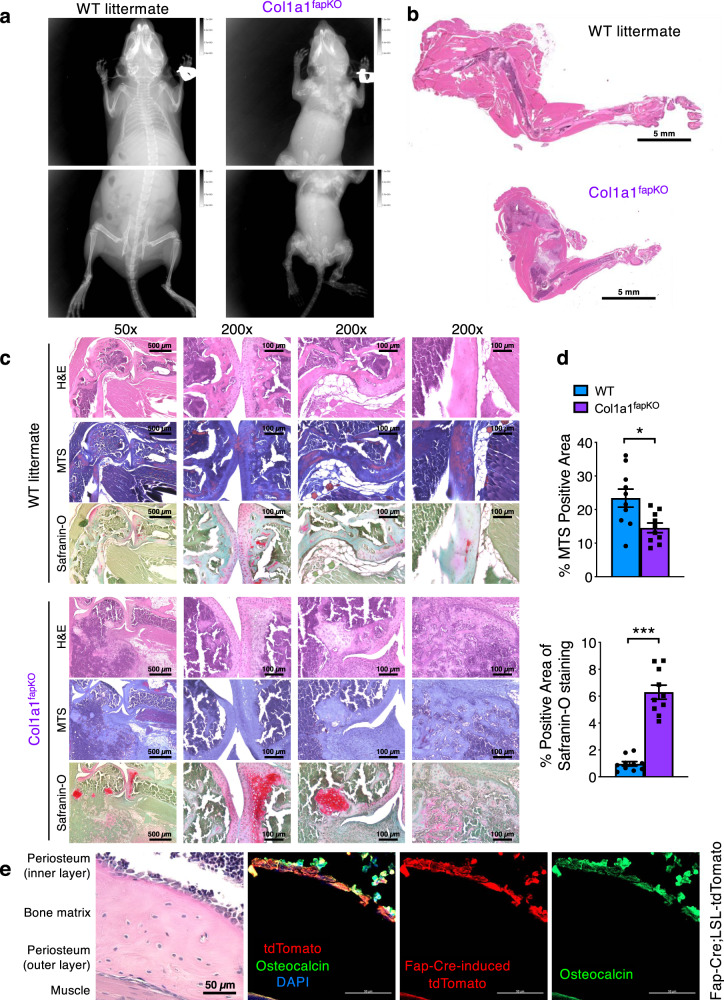
The only live offspring of Col1a1fapKO genotype exhibits severe skeletal defects. **a** Radiograph of three-week-old wild-type (WT, *Fap-Cre-negative;Col1a1*^*loxP/loxP*^) and Col1a1^fapKO^ mice. **b** H&E staining of the forelimb whole-mount sections of 3-week-old WT (*n* = 3) and Col1a1^fapKO^ (*n* = 1, limited by the fact that only one live Col1a1^fapKO^ mouse was ever observed) mice. **c** H&E staining, Masson’s Trichrome staining (MTS), and Safranin-O/Fast Green staining on serial sections of the forelimbs from three-week-old WT (*n* = 3) and Col1a1^fapKO^ (*n* = 1, limited by the fact that only one live Col1a1^fapKO^ mouse was ever observed) mice. **d** Quantification of % positive area for MTS staining (blue indicating collagen deposition) and Safranin-O/Fast Green staining (red indicating cartilage) based on the staining shown in (**c**). Quantification of % positive area for staining was based on 10 bone samples from WT group (*n* = 3 mice) and Col1a1^fapKO^ group (*n* = 1 mouse, limited by the fact that only one live Col1a1^fapKO^ mouse was ever observed). The unpaired, two-tailed *t* test was used to compare the mean of two independent groups. *P = 0.0116, ***P = 1.11E-06. Data are represented as mean ± SEM. **e** Representative H&E and immunofluorescence images of humerus serial sections from *Fap-Cre;LSL-tdTomato* mice (*n* = 3 mice at 2-month-old) stained for osteoblast marker osteocalcin (green) and *Fap-Cre*-induced tdTomato (red). Scale bars, 50 μm. Scale bars of whole-mount sections, 5 mm; Scale bars at 50× magnification, 500 μm; Scale bars at 200× magnification, 100 μm.

### Specific deletion of Col1 in Fsp1^+^ cells leads to Osteogenesis Imperfecta phenotype in mice

To test the function of Col1 produced by the Fsp1^+^ cells in the bone stroma, we generated the *Fsp1-Cre;Col1a1*^*loxP/loxP*^ (Col1a1^fspKO^) mice (Fig. 5a). These mice were born normal but Col1 deletion in Fsp1-lineage cells led to the occurrence of spontaneous Osteogenesis Imperfecta (OI) symptoms in adult Col1a1^fspKO^ mice, which was analogous to the previous observations employing systemic transgenic mice harboring dominant mutations of *Col1a1* and *Col1a2*^6,12,14,15,38,39^. Col1a1^fspKO^ mice developed OI phenotype with full penetrance, resulting in death of mice at around 6-12 months of age (Fig. 5b). At the age of 6 month, all Col1a1^fspKO^ mice exhibited the inevitable occurrence of fractures and deformations, frequently observed in the joints, pelvis, ischium, and head of femur (Fig. 5c, d). Such OI-like phenotype of Col1a1^fspKO^ mice was very similar to the well-characterized *Col1a2*^*OIM/OIM*^ mice^6^ and phenotypically resembled the moderate to severe OI type III in humans. As shown in Supplementary Fig. 6a, b as a reference, the *Col1a2*^*OIM/OIM*^ mouse model harbors homozygous whole-body point-mutated *Col1a2* alleles and develops severe OI feature in the bones, similar to the Col1a1^fspKO^ mice.

**Fig. 5:**
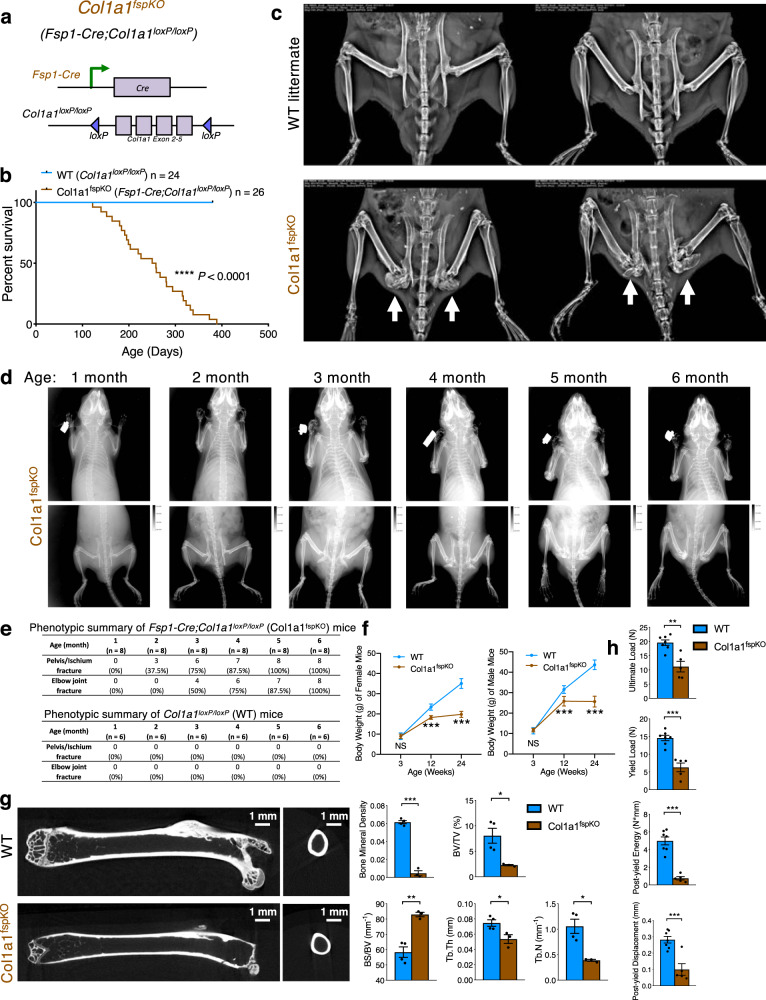
Specific deletion of Col1 in Fsp1-lineage cells causes Osteogenesis Imperfecta phenotype. **a** Genetic strategy to delete *Col1a1* specifically in Fsp1-lineage cells by crossing the *Col1a1*^*loxP/loxP*^ mice with *Fsp1-Cre* mice. **b** Survival of wild-type (WT; with genotype of *Fsp1-Cre-negative;Col1a1*^*loxP/loxP*^) and Col1a1^fspKO^ (*Fsp1-Cre;Col1a1*^*loxP/loxP*^) mice (*n* = 24 and 26, respectively). Kaplan-Meier plots and the log rank Mantel-Cox test were used to evaluate statistical differences of survival. ****P < 0.0001. **c** Micro-CT scanning of 6-month-old WT and Col1a1^fspKO^ mice (with white arrows indicating the fractures in pelvis and ischium of Col1a1^fspKO^ mice). **d** Radiograph of Col1a1^fspKO^ mice at the age from 1 to 6 month. Radiograph of age-matched WT littermates was shown in Supplementary Fig. 7a. **e** Summary of the occurrence of fractures in pelvis, ischium, and/or joints, as examined by radiograph, of WT (*n* = 6) and Col1a1^fspKO^ (*n* = 8) mice at the age from 1 to 6 month. **f** Body weight of WT and Col1a1^fspKO^ mice (*n* = 6 mice per group) at the age of 3, 12, and 24 month. The unpaired, two-tailed *t* test was used to compare the mean of two independent groups. ***P = 9.57E-05 (female 12 weeks), 7.15E-07 (female 24 weeks), 0.00096 (male 12 weeks), 2.35E-07 (male 24 weeks). Data are represented as mean ± SEM. **g** The micro-CT images of trabecular and cortical bones of femurs from 6-month-old WT mice (*n* = 4) and Col1a1^fspKO^ mice (*n* = 3). The trabecular bone material property measurements are compared as bone mineral density (BMD; ***P = 1.04E-05), bone volume/total volume (BV/TV; * *P* = 0.0289), bone surface area/bone volume (BS/BV; **P = 0.00212), trabecular thickness (Tb.Th; *P = 0.0287), and trabecular number (Tb.N; *P = 0.0160). The unpaired, two-tailed *t* test was used to compare the mean of two independent groups. Data are represented as mean ± SEM. The cortical bone material property measurements are continued in Supplementary Fig. 7d. **h** Biomechanical (three-point bending) test results of femurs from 6-month-old WT mice (*n* = 7) and Col1a1^fspKO^ mice (*n* = 5) were presented as ultimate load (**P = 0.00135), yield load (***P = 0.00012), post-yield energy (***P = 2.01E-05), and post-yield displacement (***P = 0.00077). The unpaired, two-tailed *t* test was used to compare the mean of two independent groups. Data are represented as mean ± SEM.

Further radiographic analysis revealed that mild deformation of pelvis and ischium was observed as early as 2–3 months of age, and more severe fracture in hindlimbs associated with dysfunction by the 5–8 months or age (Fig. 5d, e). Noticeable deformation of elbow joints can also be seen as early as 3–4 months of age, resulting in forelimb dysfunction by 6-9 months of age (Fig. 5d, e). In contrast, the age-matched wild-type (*Fsp1-Cre-negative;Col1a1*^*loxP/loxP*^) littermates did not reveal any of the above symptoms (Supplementary Fig. 7a). Of note, Col1a1^fspKO^ mice were born at the expected Mendelian ratio (Supplementary Fig. 7b). Additionally, Col1a1^fspKO^ mice exhibited no gross physical or behavioral abnormalities before one-month of age (Fig. 5e, f). Significant body weight loss and hampered movement were observed in all Col1a1^fspKO^ mice by 3–6 months of age (Fig. 5f and Supplementary Movie 1). Female and male Col1a1^fspKO^ mice revealed similar body weight loss and overall survival (Fig. 5f and Supplementary Fig. 7c). Micro-CT measurements confirmed the significantly decreased bone mineral density and bone material properties in six-month-old Col1a1^fspKO^ mice as compared with age-matched WT littermates (Fig. 5g and Supplementary Fig. 7d). Spontaneous fractures in the head of femur were ubiquitously observed in Col1a1^fspKO^ mice (Fig. 5g). Biomechanical assays validated the brittleness of femurs from six-month-old Col1a1^fspKO^ mice as compared with WT littermates (Fig. 5h).

Next, we performed histological analysis of joint lesions from Col1a1^fspKO^ mice (Fig. 6a and Supplementary Fig. 7e). In the joint lesions with fractures and deformations, we observed significant callus formation composed of chondrocytes and cartilage components adjacent to the fractured areas, as observed by Safranin-O staining of cartilage matrix (Fig. 6a, b). The joint lesions from Col1a1^fspKO^ mice also revealed significantly decreased overall levels of fibrillar Col1, as examined using circularly polarized light microscopy on Picrosirius Red-stained sections (Fig. 6c). Lineage-tracing *Fsp1-Cre;LSL-YFP* mouse model revealed *Fsp1-Cre*-induced YFP expression in the periosteum, connective tissue, and bone marrow (Fig. 6d). *Fsp1-Cre*-induced YFP expression was also observed in osteocalcin-expressing osteoblasts in a mosaic pattern (Fig. 6e). These observations indicate that the phenotypes of Col1a1^fspKO^ mice may result from the combined effect of Col1 deletion in Fsp1 cell lineage including both osteoblasts and other periosteal cells. Collectively, these results establish Col1a1^fspKO^ mice as a novel cell-specific transgenic mouse model for OI. Our observations that the Col1a1^fspKO^ mice reveal insignificant abnormalities in the bones before 1 month of age and develop OI symptoms after 2–3 months of age, emphasize the crucial role of Col1 produced specifically by Fsp1-lineage cells in regulating proper bone development and healing of fractures.

**Fig. 6:**
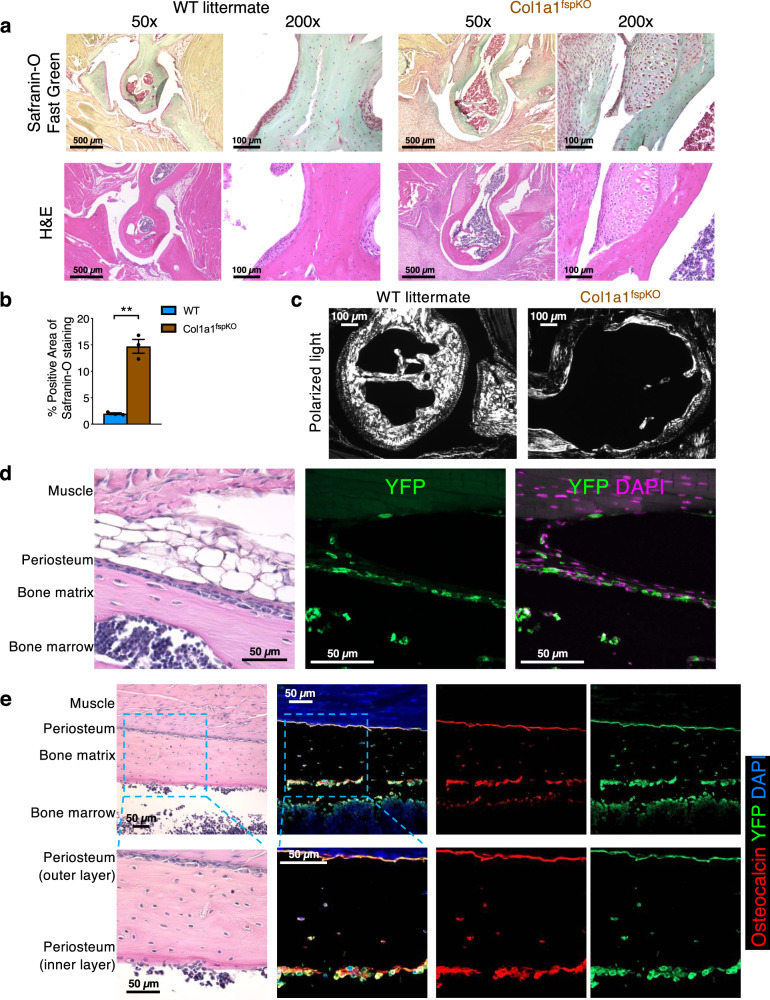
Histological analysis of bone tissues from Col1a1fspKO mice and Fsp1-Cre;LSL-YFP mice. **a**, **b** H&E staining and Safranin-O/Fast Green staining of the forelimb elbow joints of 6-month-old WT and Col1a1^fspKO^ mice (**a**). Quantification of % positive area for Safranin-O/Fast Green staining was based on three mice per group (**b**). The unpaired, two-tailed *t* test was used to compare the mean of two independent groups. **P = 0.00946. Data are represented as mean ± SEM. Scale bars at 50× magnification, 500 μm; Scale bars at 200× magnification, 100 μm. **c** Picrosirius Red staining of collagen content in the forelimb elbow joints from six-month-old WT and Col1a1^fspKO^ mice (*n* = 3 mice per group) examined by circularly polarized light microscopy. Scale bars, 100 μm. **d** Representative immunofluorescence images of humerus serial sections from lineage-tracing *Fsp1-Cre;LSL-YFP* mice (*n* = 3 mice at two-month-old) stained for *Fsp1-Cre*-induced YFP. Scale bars, 50 μm. **e** Representative H&E and immunofluorescence images of humerus serial sections from *Fsp1-Cre;LSL-YFP* mice (*n* = 3 mice at two-month-old) stained for osteoblast marker osteocalcin (red) and *Fsp1-Cre*-induced YFP (green). Scale bars, 50 μm.

### Col1 deletion in Fsp1^+^ cells alters the composition of neutrophils and macrophages in the bone marrow

In order to further investigate the impact of Col1 deletion in the Fsp1^+^ cells on the bone marrow microenvironment, we conducted single-cell RNA-sequencing analysis (sc-RNA-seq) on unfractionated live cell mixture from Col1a1^fspKO^ mouse bone marrow (Fig. 7a, Supplementary Fig. 8a–c). 

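The sc-RNA-seq data consisted of 1 library for Col1a1fspKO mice and 1 library for WT littermates. Each was made from bone marrow flushed from the femur and tibia of 2 mice, pooled before sorting of live cells. The libraries were prepared with the 10x Genomics 3' v2 chemistry, which tags each captured mRNA molecule with a unique molecular identifier (UMI). The authors deposited a table of UMI counts per gene and cell for each library, made with Cell Ranger and not normalized. The Col1a1fspKO table held 1309 cells and 8647722 UMIs, and the WT table held 1169 cells and 8624469 UMIs. The median was 4954 UMIs per cell in Col1a1fspKO and 5534 in WT. The shallowest cell had 2540 UMIs in Col1a1fspKO but 2909 in WT, so the Col1a1fspKO table reaches further down into shallow cells. The counts were log-normalized and clustered over both libraries with Seurat, using the 27 principal components named in the methods. The methods name no clustering resolution, and the Seurat default of 0.8 was used. The genes shown for this experiment in Fig. 7, and all genes with a symbol starting with Ly6, were left out of the clustering so that they could be compared afterwards. Clusters were named from marker genes fixed beforehand, and names rebuilt in this way can differ from those of the paper. The 14 fixed markers of Neutrophil-1 were all taken from Fig. 7c, so those genes took part in the naming. The 2 mice of a group cannot be separated, so there is no replicate and no test between the genotypes. The 95% intervals given with the values, exact binomial for shares of cells and exact Poisson for UMI counts, cover counting error only and not the spread between mice.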

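Col1a1, the targeted gene, had 3 UMIs over all Col1a1fspKO cells and was not listed in the WT table, which is too few to compare the genotypes in these cells. Col1a2 had 11 UMIs in WT and was not listed in Col1a1fspKO. S100a4, which encodes Fsp1, had 2026 UMIs in Col1a1fspKO and 2184 in WT.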

Col1a1^fspKO^ mouse bone marrow was examined at 2-month age (when OI phenotype initiates in these mice), as compared with age-matched wild-type littermate bone marrow. Most of the major cell lineages (such as T cell, B cell, erythroid cell, eosinophil/basophil, and dendritic cell populations) remained largely unchanged in Col1a1^fspKO^ mouse bone marrow (Fig. 7a, b). 

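B cells-like cells made up 18.9% (16.9 to 21.2) of all cells in Col1a1fspKO and 18.9% (16.7 to 21.3) in WT. The share of Erythrocytes-like cells was 7.26% (5.91 to 8.80) in Col1a1fspKO and 8.13% (6.62 to 9.84) in WT. Cluster 10 scored highest for the T cell markers, but its leading genes also include Gzma, Klrd1, Klrk1 and Ncr1, which natural killer cells express, and it is given by number. It accounted for 4.43% (3.38 to 5.69) in Col1a1fspKO and 2.74% (1.88 to 3.84) in WT, and Dendritic-like cells for 3.28% (2.39 to 4.4) and 2.57% (1.74 to 3.64). Eosino/Baso-like cells were the rarest class, with 9 cells or 0.688% (0.315 to 1.30) in Col1a1fspKO and 18 cells or 1.54% (0.915 to 2.42) in WT. The share in Col1a1fspKO minus that in WT was 1.69 percentage points (0.214 to 3.18) for cluster 10 and -0.852 points (-1.79 to -0.019) for Eosino/Baso-like cells. Both intervals exclude 0, but they cover counting error only, and the spread between mice is not known. Over 10 settings chosen in advance, the interval excluded 0 in 10 for the cells named from the T cell markers and in 7 for Eosino/Baso-like cells. For B cells-like, Erythrocytes-like and Dendritic-like cells it included 0. Progenitors are not compared by name, because cluster 8, led by Mpo, Elane and Cd34, carried more markers of Neutrophil-3 than of HSPCs. It held 5.65% of Col1a1fspKO cells and 5.82% of WT cells.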

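Clustering gave 4 neutrophil clusters, of which cluster 7, led by Retnlg, was named Neutrophil-1-like. It held 130 of 1309 Col1a1fspKO cells, or 9.93% (8.36 to 11.7), and 50 of 1169 WT cells, or 4.28% (3.19 to 5.60). Over the neutrophils alone its share was 25.2% (21.5 to 29.2) in Col1a1fspKO and 11.7% (8.78 to 15.1) in WT. The intervals did not overlap on either scale, and 72.2% of the cells of cluster 7 came from the Col1a1fspKO library. Neutrophil-1-like cells were shallow, with a median of 3082 UMIs in Col1a1fspKO, and the Col1a1fspKO table starts at a lower UMI count than the WT table. When only cells with at least 2909 UMIs were counted in both libraries, the share was 6.93% (5.53 to 8.55) of all cells in Col1a1fspKO and 4.28% (3.19 to 5.60) in WT, a difference of 2.66 percentage points (0.785 to 4.56). Of the neutrophils above the same minimum, it was 18.7% (15.1 to 22.8) and 11.7% (8.78 to 15.1), a difference of 7.08 points (2.27 to 11.9). Overlap of the separate intervals was the criterion set in advance, and for the share of all cells above this minimum they do overlap. The interval of the difference was adopted after these values were seen. Stfa2l1 and Gm5483, among the genes that define cluster 7, were higher in Col1a1fspKO in that cluster. In cluster 2 they had 3 and 1 UMIs in Col1a1fspKO, and 3 and 9 in WT. Genes that differed at least 2-fold between the libraries in Mono/Macro-like cells, B cells-like cells or cluster 1 were then left out of the clustering. These included Gm5483 but not Stfa2l1. The Neutrophil-1-like share was then 10.2% of all cells in Col1a1fspKO and 4.11% in WT. Among the settings chosen in advance, integration of the libraries by canonical correlation (CCA) narrowed the difference most, with 11.7% (10.0 to 13.6) of all cells in Col1a1fspKO and 9.67% (8.03 to 11.5) in WT. Cluster 2, which expressed Mmp8 and Mmp9 but scored higher for Neutrophil-2, held 12.5% of Col1a1fspKO cells and 9.75% of WT cells. Clusters 2 and 7 together, a choice made after seeing the values, held 22.4% (20.2 to 24.7) and 14.0% (12.1 to 16.2) of all cells, and 18.3% (16.1 to 20.6) and 14.0% (12.1 to 16.2) above the shared UMI minimum. Neutrophil-2-like cells, which include cluster 2, made up 22.7% (20.4 to 25.1) of Col1a1fspKO cells and 22.2% (19.8 to 24.6) of WT cells. Neutrophil-3-like cells were fewer in Col1a1fspKO, at 6.72% (5.43 to 8.22) against 10.3% (8.58 to 12.1).

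**Figure D1:**
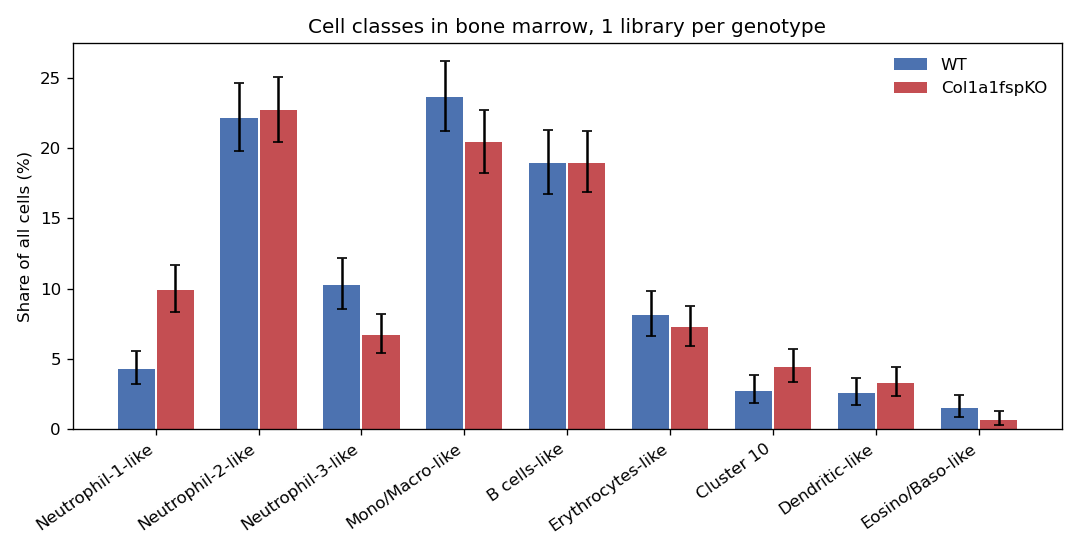
Share of all cells (%, vertical axis) in each cell class (horizontal axis) for the WT and Col1a1fspKO libraries. Bars give the share over all listed cells, and error bars give exact binomial 95% intervals for counting error only. Cluster 10 carries markers of T cells and genes of natural killer cells. The Neutrophil-1-like bars are at 9.93% in Col1a1fspKO and 4.28% in WT, before the UMI minimum is made equal.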

Interestingly, Col1a1^fspKO^ mouse bone marrow revealed significantly increased percentage of a specific neutrophil cluster (“Neutrophil-1” cluster, Fig. 7a, b) when compared to wild-type littermate bone marrow. This uniquely increased neutrophil cluster revealed high expression of matrix metalloproteinase 9 (MMP9) (Fig. 7c, d), which has been previously shown to regulate bone fracture repair^26,40,41^. This MMP9-high Neutrophil-1 subpopulation highly expressed *Mmp8*, *Cxcr2*, and *Retnlg* (Fig. 7c, d, and Supplementary Fig. 8d, e), as well as the general neutrophil markers such as *S100a8*, *Ly6g*, and *Itgam*/CD11b (Supplementary Fig. 8d). 

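Mmp9 took no part in the clustering or the naming of clusters. UMIs were summed over the cells of a class in each library and scaled to counts per 1000000 UMIs of that class (CPM). In Col1a1fspKO, Mmp9 stood at 1245 CPM (1141 to 1356) in Neutrophil-1-like cells and 106 CPM (99.5 to 114) in the other cells, a ratio of 11.7. In WT, the corresponding values were 1178 CPM (1023 to 1350.4) and 89.6 CPM (83.3 to 96.2), a ratio of 13.2. Averaging the CPM of single cells, so that each cell weighs the same, lowered the ratio most, to 6.58 in Col1a1fspKO and 7.31 in WT. Mmp9 was not confined to cluster 7, since cluster 2 had 939 CPM in Col1a1fspKO and 1023 CPM in WT. Between the libraries, Mmp9 in Neutrophil-1-like cells differed by less than the counting error.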

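Mmp8 was found at 2483 CPM (2334 to 2638) in Neutrophil-1-like cells of Col1a1fspKO and 204 CPM (194 to 214) in the other cells of that library. In WT it was found at 3091 CPM (2837 to 3363) and 191 CPM (182 to 201). Cxcr2 reached 261 CPM (215 to 315) in Neutrophil-1-like cells against 20.8 CPM (17.8 to 24.1) in the others in Col1a1fspKO, and 262 CPM (192 to 349) against 14.6 CPM (12.1 to 17.4) in WT. Of these 3 genes, Retnlg differed most, with 41059 CPM (40449 to 41676) against 1049.7 CPM (1028 to 1072) in Col1a1fspKO, a ratio of 39.1, and a ratio of 49.9 in WT. The general neutrophil markers differed less. S100a8 was 3.94 times as high as in the other cells in Col1a1fspKO and 3.97 times in WT. Ly6g gave ratios of 5.54 and 4.6, and Itgam gave 3.44 and 2.88, in Col1a1fspKO and WT respectively. Cluster 2 exceeded cluster 7 in Ly6g in both libraries, at 2141 CPM in Col1a1fspKO and 951 CPM in WT.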

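In Neutrophil-1-like cells, Ly6c1 was at 734 CPM (655 to 821) in Col1a1fspKO and 28.5 CPM (9.24 to 66.4) in WT. These values rest on 309 and 5 UMIs, and their ratio of 25.8 has a counting interval of 10.9 to 80.0. Ly6g was at 1813 CPM (1686 to 1946) in Col1a1fspKO and 763 CPM (639 to 904) in WT, a ratio of 2.38 (1.98 to 2.88). Ly6c2 was at 1879 CPM (1750.5 to 2015) in Col1a1fspKO and 1355 CPM (1188 to 1538) in WT, a ratio of 1.39 (1.2 to 1.61). Ly6c1 and Ly6c2 are close paralogs, and the authors' counting could have split reads between them. Their sum was 1.73 times as high in Col1a1fspKO over all cells, which argues against moved reads as the whole cause. For Cxcr2, no difference was detectable at this depth, with 110 UMIs in Col1a1fspKO and 46 in WT and a ratio of 0.998 (0.701 to 1.44). With CCA integration its log2 ratio was 0.45, and in Neutrophil-2-like cells its ratio was 1.54 (1.12 to 2.12). Cd9 had a ratio of 1.81 (1.32 to 2.53), and of 1.22 (0.955 to 1.56) in cluster 2. The difference in Ly6c1 was not restricted to this cluster. Its ratio of Col1a1fspKO over WT was 103 in Neutrophil-2-like, 47.7 in Neutrophil-3-like and 89.6 in Mono/Macro-like cells. Ly6g was also higher in Neutrophil-2-like cells of Col1a1fspKO, with a ratio of 1.81, and in Neutrophil-3-like cells, with 1.99. Under Leiden clustering, the setting that moved Ly6g most, its log2 ratio in Neutrophil-1-like cells was 0.96, compared with 1.25 here.

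**Figure D2:**
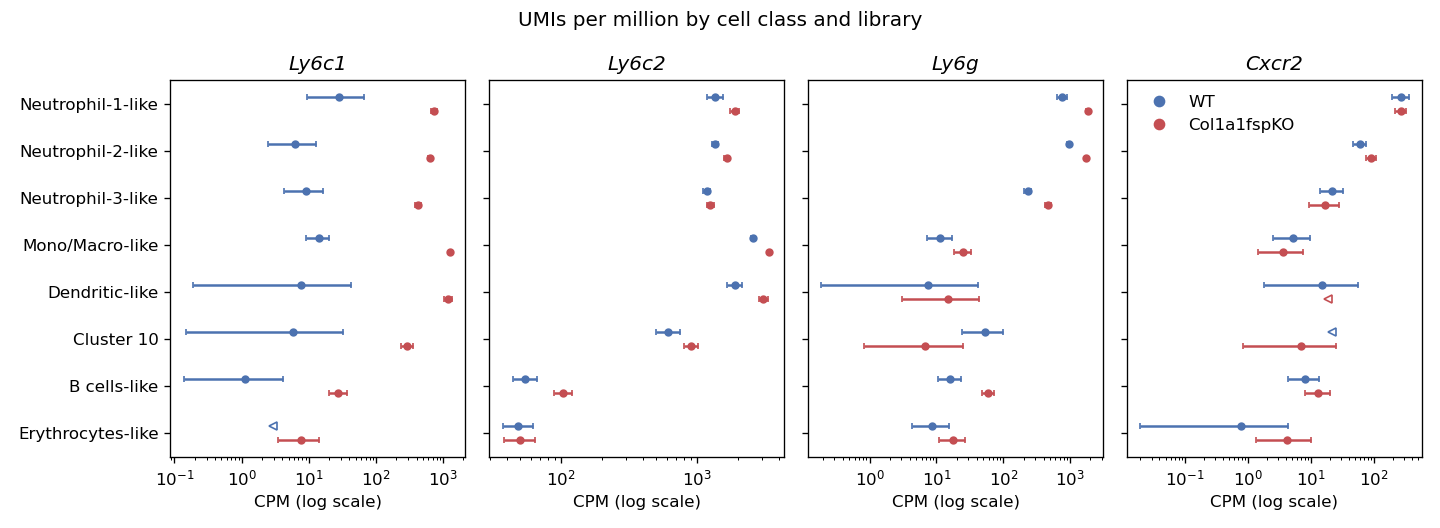
Level of Ly6c1, Ly6c2, Ly6g and Cxcr2 (CPM, horizontal log axis) in each cell class (vertical axis) of the WT and Col1a1fspKO libraries. Points give summed UMIs as CPM, bars give exact Poisson 95% intervals, and open triangles give the upper limit of that interval where no UMI was counted. Ly6c1 is higher in Col1a1fspKO in each class drawn, whereas the Cxcr2 points of Neutrophil-1-like cells coincide.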

The top upregulated genes in the Neutrophil-1 cluster of Col1a1^fspKO^ bone marrow (in comparison with WT bone marrow) were largely anti-inflammatory neutrophil marker genes including *Ly6g*, *Ly6c1*, *Ly6c2*, and *Cxcr2* (Fig. 7e, f). The significant enrichment of Ly6G^+^ neutrophils in Col1a1^fspKO^ bone marrow was also confirmed by immunofluorescence staining (Fig. 7g). Ingenuity Pathway Analysis (IPA) of signature genes in the Neutrophil-1 cluster (Supplementary Fig. 8e) revealed the correlation with neutrophil degranulation/activation. Additionally, the monocyte/macrophage cluster of Col1a1^fspKO^ mouse bone marrow also revealed a noticeable shift towards Adgre1 (F4/80)-expressing subpopulation (Supplementary Fig. 8f), while the overall percentage of monocyte/macrophage cluster exhibiting a mild increase.

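IPA was not rerun. Of the 29 genes named in the network of Supplementary Fig. 8e, Lilrb3 is listed for neither library. Of the 28 others, 27 had a higher CPM in Neutrophil-1-like cells than in the other cells of the Col1a1fspKO library, and 27 did so in WT. In cluster 2, named Neutrophil-2-like, the count was also 27 in each library, so it does not single out Neutrophil-1-like cells. Lcn2, Ltf, Camp, Anxa1 and S100a9 of this list were also fixed markers used to name neutrophils. Within Neutrophil-1-like cells, 13 of the 28 genes listed for both libraries had a higher CPM in Col1a1fspKO and 15 a lower one, with a median log2 ratio of -0.031.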

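Mono/Macro-like cells made up 20.4% (18.2 to 22.7) of all cells in Col1a1fspKO and 23.6% (21.2 to 26.2) in WT. In these cells Adgre1 was at 56.5 CPM (46.5 to 68.0) in Col1a1fspKO and 58.8 CPM (48.5 to 70.7) in WT. An Adgre1 UMI was found in 30.3% of 267 Mono/Macro-like cells in Col1a1fspKO and 33.0% of 276 in WT. With each cell thinned to 2500 UMIs, which left out no cell, the shares were 14.6% (10.6 to 19.4) and 17.8% (13.4 to 22.8). B cells-like cells, which should lack Adgre1, gave the background. An Adgre1 UMI was seen in 0 of 248 such cells in Col1a1fspKO, which allows a share of up to 1.48%, and in 0.452% in WT. Their median depth was 4326 and 5469 UMIs, compared with 5951 and 5812 in Mono/Macro-like cells. Of the 3 clusters in this class, cluster 0 carried most Adgre1, and it held 13.3% of Col1a1fspKO cells and 16.1% of WT cells. In this cluster Adgre1 was at 104 CPM in Col1a1fspKO and 93.5 CPM in WT. In cluster 11, Adgre1 had 6 UMIs in Col1a1fspKO and 17 in WT. A difference in Adgre1 between the libraries over the class was not detectable at this depth.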

**Fig. 7:**
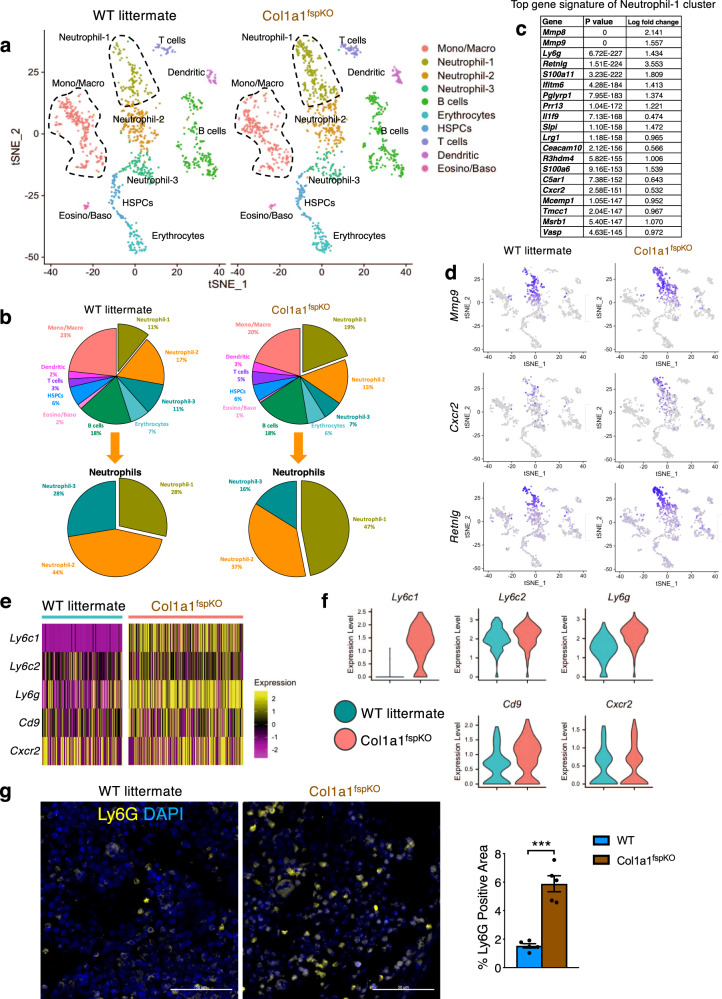
Single-cell RNA-sequencing analysis of bone marrow fractions from Col1a1fspKO mice. **a**–**c** Single-cell RNA-sequencing analysis of cell mixture of bone marrow fractions from 2-month-old WT and Col1a1^fspKO^ mice (*n* = 2 per group). Functional clusters of cells were defined with group definition listed, as implemented in the Seurat R package (**a**). Mono/Macro: monocyte/macrophage cluster. HSPCs: hematopoietic stem and progenitor cells. Dendritic: dendritic cell cluster. Eosino/Baso: eosinophil/basophil cluster. **b** Pie charts showing the percentage of each of the functional cell clusters in bone marrow fractions from WT and Col1a1^fspKO^ mice. Total neutrophil clusters containing 3 subpopulations (1–3) were further plotted as pie charts. (**c**) List of top signature genes of “Neutrophil-1” cluster shown in (**a**) and (**b**), presented with *P* value (based on the non-parameteric Wilcoxon Rank Sum test) and Log2 fold change. Continued in Supplementary Fig. 8a–c. **d** Expression profile of *Mmp9*, *Cxcl12*, and *Retnlg* among defined cell clusters in the bone marrow fractions from WT and Col1a1^fspKO^ mice shown in UMAP plot. Continued in Supplementary Fig. 8d. **e**, **f** Top upregulated genes of Neutrophil-1 cluster in Col1a1^fspKO^ mice than WT mice shown in heat map plot (**e**) or violin plot (**f**). **g** Representative immunofluorescence images and quantification results of humerus bone marrow from two-month-old WT and Col1a1^fspKO^ mice (*n* = 5 per group) stained for Neutrophil-1 marker Ly6G (yellow). Scale bars, 50 μm. The unpaired, two-tailed *t* test was used to compare the mean of two independent groups. ***P = 0.00096. Data are represented as mean ± SEM.

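Taken over the 4 neutrophil clusters, neutrophils were 39.3% (36.7 to 42.0) of all cells in Col1a1fspKO and 36.7% (33.9 to 39.5) in WT, a difference of 2.64 percentage points (-1.19 to 6.46). The Mono/Macro-like share differed by -3.21 points (-6.49 to 0.050; Col1a1fspKO minus WT) over all cells and by -0.733 points above the shared UMI minimum. The paper proposes that both kinds of cells are involved after fracture.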

In conclusion, these results suggest an involvement of neutrophils and monocytes/macrophages in response to the bone fractures during early OI pathogenesis in Col1a1^fspKO^ mice^42–46^.

### Normal phenotype of mice with specific deletion of Col1 in αSMA^+^ mesenchymal cells or Cdh5^+^ endothelial cells

Additionally, we also generated the *αSMA-Cre;Col1a1*^*loxP/loxP*^ (Col1a1^smaKO^) and *Cdh5-Cre;Col1a1*^*loxP/loxP*^ (Col1a1^cdh5KO^) mouse models, with the potential to delete Col1 in αSMA^+^ mesenchymal cells and Cdh5(VE-Cadherin)^+^ endothelial cells, respectively. Both Col1a1^smaKO^ and Col1a1^cdh5KO^ mice were born at the expected Mendelian ratio, when compared to their littermate controls (Supplementary Fig. 9a, b). These mice exhibit normal tissue throughout the body, normal litter size, and unaltered life span, without any overt phenotype. Fractures were not observed in either Col1a1^smaKO^ or Col1a1^cdh5KO^ mice at 12-month age (Supplementary Fig. 9c, d). The body weight of Col1a1^smaKO^ or Col1a1^cdh5KO^ mice at 12-month age was identical to that of their wild-type littermates (Supplementary Fig. 9e, f). These results were not surprising, given that αSMA^+^ mesenchymal cell populations and Cdh5^+^ endothelial cells in the bones showed minimal *Col1a1* expression (Fig. 1d). These results indicate that the contribution of αSMA^+^ cells and Cdh5^+^ cells to Col1 production in the bones is not rate limiting. Although Col1a1^smaKO^ mice did not reveal spontaneous bone fractures, profound accumulation of αSMA-expressing cells in periosteal area was observed (Supplementary Fig. 9g) in the spontaneous bone lesions of Col1a1^fspKO^ mice, consistent with previous studies showing the involvement in fracture repair. Future studies will hopefully unravel whether Col1a1^smaKO^ mice may exhibit any bone healing deficiency^47–50^.

## Discussion

Type I collagen (Col1) is the most abundant protein in the human body, especially in the bones. Over 25,000 publication have examined the role of Col1 in different aspects of biology in health and disease, but it remained unknown until this study what cellular lineages contribute to the synthesis and deposition of Col1 during embryogenesis and bone development^3,4^. Osteoblasts and fibroblasts, differentiated from mesenchymal stem/stromal cells (MSCs), are speculated to be the major source of Col1 in various organs. However, the precise contributions of Col1 by different cell lineages in the formation and development of bones remain unknown. In this regard, previous dataset^27^ coupled with current analysis show that Col1 is predominantly produced by Fap^+^ and Fsp1^+^ mesenchymal cells in the bone. Based on this data, we generated novel genetically engineered mouse models (GEMMs) for the deletion of Col1 specifically in Fap^+^ or Fsp1^+^ cells. A *Col1a1*^*loxP/loxP*^ mouse strain was generated and crossed with *CMV-Cre*, *Fap-Cre*, *Fsp1 (S100a4)-Cre*, *Cdh5-Cre*, and *αSMA (Acta2)-Cre* mice to probe the origin and function of Col1 during embryogenesis and bone development.

Our results demonstrate that systemic (whole-body) deletion of *Col1a1* (exons 2–5 truncation) employing *CMV-Cre* mice (Col1a1^cmvKO^) leads to arrested embryonic development and embryonic lethality around embryonic day 6–7 (E6-7), underscoring the essential role of Col1 during gastrulation stage. Deletion of Col1 in Fap^+^ cells leads to embryonic lethality at around E16 associated with several skeletal and vascular defects. This observation is in alliance with previous studies with Fap^+^ cells identified as mesenchymal cells surrounding the vasculature and in the skeletal structures^51,52^. These observations suggest the essential role of Fap^+^ cells in the synthesis of Col1 during the embryonic development of the bones. The observed phenotype of Col1a1^fapKO^ mice is analogous to the human type II Osteogenesis Imperfecta, which is lethal in the perinatal period due to critical genetic defects in *COL1A1* or *COL1A2* resulting in multiple rib and/or long bone fractures^53–55^.

Many different studies identified Fsp1^+^ cells in the developing skeletal tissue during embryogenesis^35,56,57^. Specific deletion of Col1 in Fsp1^+^ cells leads to an Osteogenesis Imperfecta-like phenotype and with most Col1a1^fspKO^ mice dying at the age of 5–12 months. The phenotype of Col1a1^fspKO^ mice is comparable to the human type III Osteogenesis Imperfecta, and relevant mouse models previously reported^6,13–15,19,38,58–60^. While previous models of OI were based on systemic Col1 mutation and/or deletion, our studies identity the precise Fsp1 cell lineage that is responsible for Col1 production in maturing bones starting about three weeks of age, and absence of such synthesis by the Fsp1^+^ cells leads to abnormal bones, resulting in easy fractures with minimal trauma. Our studies collectively suggest that early skeletal development during embryogenesis and the early postnatal period might rely on Fap^+^ cells for the production of Col1, and at a later stage the role of Fsp1^+^ cells becomes prominent. Deletion of Col1 from αSMA^+^ cells did not result in any adversity and mice were normal with expected lifespan. Same is true when Col1 was deleted in Cdh5^+^ endothelial cells (a common biomarker for most endothelial cells). This experimental arm served as an important control, because some reports suggest that angiogenic endothelial cells during embryogenesis and organogenesis are shown to produce type I collagen. All together, these experiments suggest that αSMA^+^ mesenchymal cells do not compensate for the loss of Col1 from Fap or Fsp1 cell lineages. Moreover, the functions of Fap^+^ cells and Fsp1^+^ cells are mutually exclusive in the context of embryogenesis and bone formation.

These results also emphasize the crucial contribution of Col1 specifically produced by Fsp1^+^ osteoblasts and fibroblasts (in bone marrow and periosteum) to the structural maintenance and repair of the bones, which is consistent with previous notion that fibroblasts appear at fracture site and are responsible for collagen production/crosslinking upon encountering hematoma^61^. Our results also suggest that the Col1 deposited by fibroblasts of Fsp1-lineage is essential for the formation of hematoma, which further impacts the subsequent steps leading to the repair of fractures including osteoblast differentiation and bone formation in the fractured callus^62–64^. The identification of the Fsp1^+^ cells as critical and rate-limiting source of Col1 in developing bone and adult bone undergoing repair and regeneration provides new insights into potential cell-based therapy for Osteogenesis Imperfecta. Future studies may examine whether Fsp1^+^ cells may provide cell-based therapy opportunities for Osteogenesis Imperfecta via transplantation.

Taken together, our results demonstrate that Col1 produced by Fap^+^ cells is essential for the embryonic development of skeletal system, while Col1 produced by Fsp1^+^ cells is critical for the postnatal maintenance and repair of the bones. Utilizing multiple transgenic mouse models and single-cell RNA-sequencing analyses, this study for the first time provided comprehensive investigations on the functional roles of Col1 with respect to its specific cellular origin during embryogenesis, osteogenesis, and bone pathogenesis.

## Methods

### Mice

All mice were housed under standard housing conditions at MDACC animal facilities, and all animal procedures were reviewed and approved by the MDACC Institutional Animal Care and Use Committee.

*Fsp1-Cre*^65,66^ and *αSMA-Cre*^67^ mouse strains were previously documented. *Cdh5-Cre* (017968; B6.129-Tg-Cdh5-cre-1Spe/J), *CMV-Cre* (006054; B6.C-Tg-CMV-cre-1Cgn/J), and *LSL-YFP* (006148; B6.129 × 1-Gt-ROSA-26Sortm1-EYFP-Cos/J) mouse strains were purchased from Jackson Laboratory. Osteogenesis imperfecta murine (OIM) strain harboring *Col1a2* mutation (001815; B6C3Fe *a*/*a*-*Col1a2oim*/J) was purchased from Jackson Laboratory. This *Col1a2* spontaneous mutation is a single nucleotide deletion (G) that alters the terminal approximately 50 amino acids of the pro-alpha 2 C-propeptide and prevents association with the pro-alpha1 chains. *Col1a1*^*loxP/loxP*^ mouse strain (with *loxP*-flanked exons 2-5) was established in the Genetically Engineered Mouse Facility at MD Anderson Cancer Center (MDACC) using the Col1a1^tm1a(EUCOMM)Wtsi^ embryonic stem cells that were obtained from the European Mouse Mutant Cell Repository (EuMMCR)^68^. Both female and male mice with desired genotype(s) were used for experimental mice.

### Genotyping

Tail DNA was used for genotyping PCR analysis of animals and embryos older than E14.5. Yolk sac DNA was used for genotyping PCR of embryos at earlier stages. Recombination PCR of *Col1a1*^*loxP/loxP*^ allele on DNA from multiple major organs of all experimental mice was routinely performed to exclude the possibility of germline recombination.

### Histology and immunohistochemistry

For paraffin-fixed samples, mouse tissues were fixed in 10% neutral buffered formalin, embedded in paraffin, and sectioned at 5 μm thickness. Sections were processed for hematoxylin and eosin (H&E) staining. Masson’s trichrome stain (MTS) was conducted using Gomori’s Trichrome Stain Kit (38016SS2, Leica Biosystems). Picrosirius red staining for collagen was conducted using 0.1% Picrosirius Red (Direct Red80; Sigma-Aldrich) and counterstained with Weigert’s haematoxylin. Images were captured with a Leica DM 1000 LED microscope and an MC120 HD Microscope Camera with LAS V4.4 Software (Leica). Safranin-O/Fast Green staining was conducted using 0.1% Safranin-O solution and 0.1% Fast Green solution (Electron Microscopy Sciences).

Formalin-fixed, paraffin-embedded sections were processed for immunohistochemical staining as previously documented^69,70^. Sections were incubated with primary antibody against type I collagen (Col1; SouthernBiotech, 1310-01, lot#B2918-XB89, 1:200), followed by biotinylated donkey anti-goat secondary antibody (Jackson ImmunoResearch, 705-066-147, lot#127411, 1:400), and streptavidin HRP (Biocare Medical). For all immunolabeling experiments, sections were developed by DAB and counterstained with hematoxylin. Immunofluorescence staining on formalin-fixed, paraffin-embedded sections was conducted using the following primary antibodies: rabbit anti-GFP/YFP (Abcam, ab290, lot#GR3321614-1, 1:500), chicken anti-GFP/YFP (Abcam, ab13970, lot# GR3190550-13, 1:400), rabbit anti-osteocalcin/OCN (Millipore/Sigma-Aldrich, ab10911, lot#3670782, 1:200), rat anti-Ly6G (Abcam, ab25377, clone RB6-8C5, lot#GR3391587-2, 1:100), and mouse anti-RFP/tdTomato (Thermo Fisher, MA5-15257, clone RF5R, lot#SD247965, 1:100). The staining was then followed by AF488/594-labeled secondary antibodies: Thermo Fisher A11012 (lot#1933366), A11039 (lot#2079383), A11008 (lot#1937184), and A21203 (lot#1722995), all in 1:400 dilution. Slides were then mounted with DAPI-containing Vectashield Mounting Medium (Vector Laboratories), visualized under the LSM800 confocal laser scanning microscope, and analyzed with ZEN software version 2.1 (Zeiss).

### Radiography (X-ray) and micro computed tomography (micro-CT) Scanning

Imaging operations were conducted at MDACC Small Animal Imaging Facility. Radiography of mice was conducted using the Bruker Xtreme system. Micro-CT scanning was performed using the Bruker SkyScan 1276 micro-CT system (Bruker BioSpin Corporation). The scanning parameters are: resolution: 13 μm; pixel size: 13.083 μm; voltage: 55 kV; current: 200 μA; rotation step (deg): 0.400; duration: 11 min; exposure time: 500 ms; filter: 0.25 mm Al; matrix: 2016 ×1344. The femurs of 6-month-old Col1a1^fspKO^ mice and wild-type (WT) littermates were scanned and measured for the bone material properties. The trabecular bone parameters were measured in the distal metaphysis of the femurs, while the cortical bone parameters were measured at the femur mid-diaphysis. The detected bone parameters included trabecular or cortical bone mineral density (BMD), bone volume/total volume (BV/TV), trabecular or cortical bone surface area/bone volume (BS/BV), trabecular thickness (Tb.Th), trabecular number (Tb.N), cortical bone total area (Tt.Ar), cortical bone area (Ct.Ar), cortical bone marrow area (Ma.Ar),), cortical bone area/total area (Ct.Ar/Tt.Ar), and cortical thickness (Ct.Th). The analysis was conducted using Bruker SkyScan DataViewer software version 1.5.0.

### Biomechanical (three-point bending) examination

The femurs from Col1a1^fspKO^ mice and WT littermates of 6-month age were freshly collected and tested at room temperature using an Instron 5848 microtester (Instron Inc.), as previously documented^17^. The femurs were examined to failure in three-point bending test at a rate of 0.1 mm/s. A 100 N load cell was used to collect data. Load and displacement data were captured at a rate of 40 Hz by Bluehill Software version 2.9 (Instron). The span length used in the examination was 7.3 mm. The maximum load was determined by the highest load value recorded before the specimen fractured.

### Single-cell RNA-sequencing (sc-RNA-seq)

For the sc-RNA-seq on bone marrow cells conducted in this study, femur and tibia bones of Col1a1^fspKO^ mice (and age-matched wild-type littermate; *n* = 2 mice per group) were collected and flushed to obtain bone marrow fractions. Bone marrow cells, pooled for each group, were filtered by 70 μm cell strainers, and resuspended in PBS/2%FBS as single cell suspension. The single cell suspension was stained with Live/Dead viability dye eFluor 780 (65-0865-14, eBioscience), filtered through a 40 μm mesh, and then sorted for live cells with Aria II sorter (BD Biosciences) at the South Campus Flow Cytometry Core Laboratory of MDACC. These samples were examined by sc-RNA-seq at the Sequencing and Microarray Facility of MDACC. Single cell Gel Bead-In-Emulsions (GEMs) generation and barcoding, post GEM-RT cleanup and cDNA amplification, library construction and Illumina-ready sequencing library generation were prepared by following the manufacturer’s guidelines. High Sensitivity dsDNA Qubit kit was used to estimate the cDNA and Library concentration. HS DNA Bioanalyzer was used for the quantification of cDNA. DNA 1000 Bioanalyzer was used for the quantification of libraries. The “c-loupe” files were generated by using Cell Ranger software pipelines following manufacturer’s guidelines. Cells from unfractionated tumor were encapsulated using 10X Genomics’ Chromium controller and Single Cell 3’ Reagent Kits v2. Following capture and lysis, cDNA was synthesized and amplified to construct Illumina sequencing libraries. The libraries from about 1,000 cells per sample were sequenced with Illumina Nextseq 500. The run format was 26 cycles for read 1, 8 cycles index 1, and 124 cycles for read 2. sc-RNA-seq data was processed by the Sequencing and Microarray Facility in MD Anderson Cancer Center. Library Seurat (version 3.6.1), dplyr (version 1.0.7) and cowplot (version 1.1.1) were loaded into R (version 3.6.1) to explore QC metrics, filter cells, normalize data, cluster cells, and identify cluster biomarkers. To filter out low-quality cells, a threshold with a minimum of 200 and a maximum of 7000 genes per cell was used. 

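The cells in the deposited tables had between 591 and 4975 detected genes in Col1a1fspKO and between 583 and 4693 in WT, within the limits of 200 and 7000. The highest mitochondrial share of UMIs was 8.12% in Col1a1fspKO and 6.11% in WT. Neither a limit on genes nor one of 10% mitochondrial UMIs removed a cell. The text names no doublet removal, and no doublets were removed. Scrublet called 5 doublets in Col1a1fspKO and 5 in WT.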

Cells with more than 10% of the mitochondrial genome were also removed for further analysis. “RunTSNE” function was used for clustering the cells. Based on the “JackStrawPlot” and “ElbowPlot” functions, the first 27 principal components were used for TSNE projection and clustering analysis. “FindAllMarkers” function was used to identify the specific markers for each cell cluster. “DoHeatmap” function was used to show the top 10 genes in each cluster. “VlnPlot” function was used to show expression probability distributions across cell clusters of the genes we selected to assign the cell type identity, and the genes that we were interested in.

The previous published single-cell RNA-sequencing (sc-RNA-seq) dataset on bone and bone marrow cell populations of healthy mice^27^ were retrieved from the Gene Expression Omnibus (GEO) repository (GSE128423). As previously described^27^, femur and tibia bones of healthy C57BL/6 mice were collected and separated into bone and bone marrow fractions. Stromal cells from the bone marrow were isolated after STEMxyme1/DispaseII digestion. Stromal cells from the bone fraction were isolated after STEMxyme1/DispaseII digestion of the cut/crushed bone fragments. Cell mixtures were then filtered through 70 μm cell strainers, lysed with ACK-lysis buffer, and prepared for FACS cell sorting. Bone marrow stromal cells were enriched by sorting of live cells that are negative for erythroid markers (CD71/Ter119) and immune lineage markers (CD45/CD3/B220/CD19/Gr-1/CD11b). This dataset was analyzed using a similar methodology as the above sc-RNA-seq data generated in this study. A total of 12530 cells from bone fraction and 14875 cells from bone marrow fraction were analyzed. Functional clusters of cells were defined with indicated group definition, as implemented in the Seurat R package. “RunUMAP” function was used for clustering the cells. “FindAllMarkers” function was used to identify the specific markers for each cell cluster. “FindMarkers” function was used to compare the differentially expressed marker genes for indicated cell cluster between control and knockout groups. “DoHeatmap” function was used to show the top 10 genes in each cluster. “VlnPlot” function was used to show expression probability distributions across cell clusters of the genes we selected to assign the cell type identity, and the genes that we were interested in.

### Statistics

Statistical analyses were performed with unpaired, two-tailed *t* test, or one-way ANOVA with Tukey’s multiple comparison test using GraphPad Prism version 8.0.0 (GraphPad Software, San Diego, CA, USA). Kaplan–Meier plots were drawn for survival analysis and the log rank Mantel-Cox test was used to evaluate statistical differences. Data met the assumptions of each statistical test, where variance was not equal (determined by an *F*-test) Welch’s correction for unequal variances was applied. A *P* value <0.05 was considered statistically significant. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, NS not significant. Error bars represented standard error of the mean (S.E.M.) when multiple visual fields were averaged to produce a single value for each animal, which was then averaged again to represent the mean bar for the group in each graph.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Movie 1

## Data Availability

The authors declare that all data supporting the findings of this study are available within the paper and the supplementary information. The single-cell RNA-sequencing source data generated by this study have been deposited in Gene Expression Omnibus (GEO) database with the accession number GSE184360. The single-cell RNA-sequencing source data of a previously published dataset^27^ have been deposited in Gene Expression Omnibus (GEO) database with the accession number GEO GSE128423. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Type-I collagen produced by distinct fibroblast lineages reveals specific function during embryogenesis and Osteogenesis Imperfecta
**Source:** Nat Commun. 2021 Dec 10;12:7199. doi: 10.1038/s41467-021-27563-3
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Figure 1

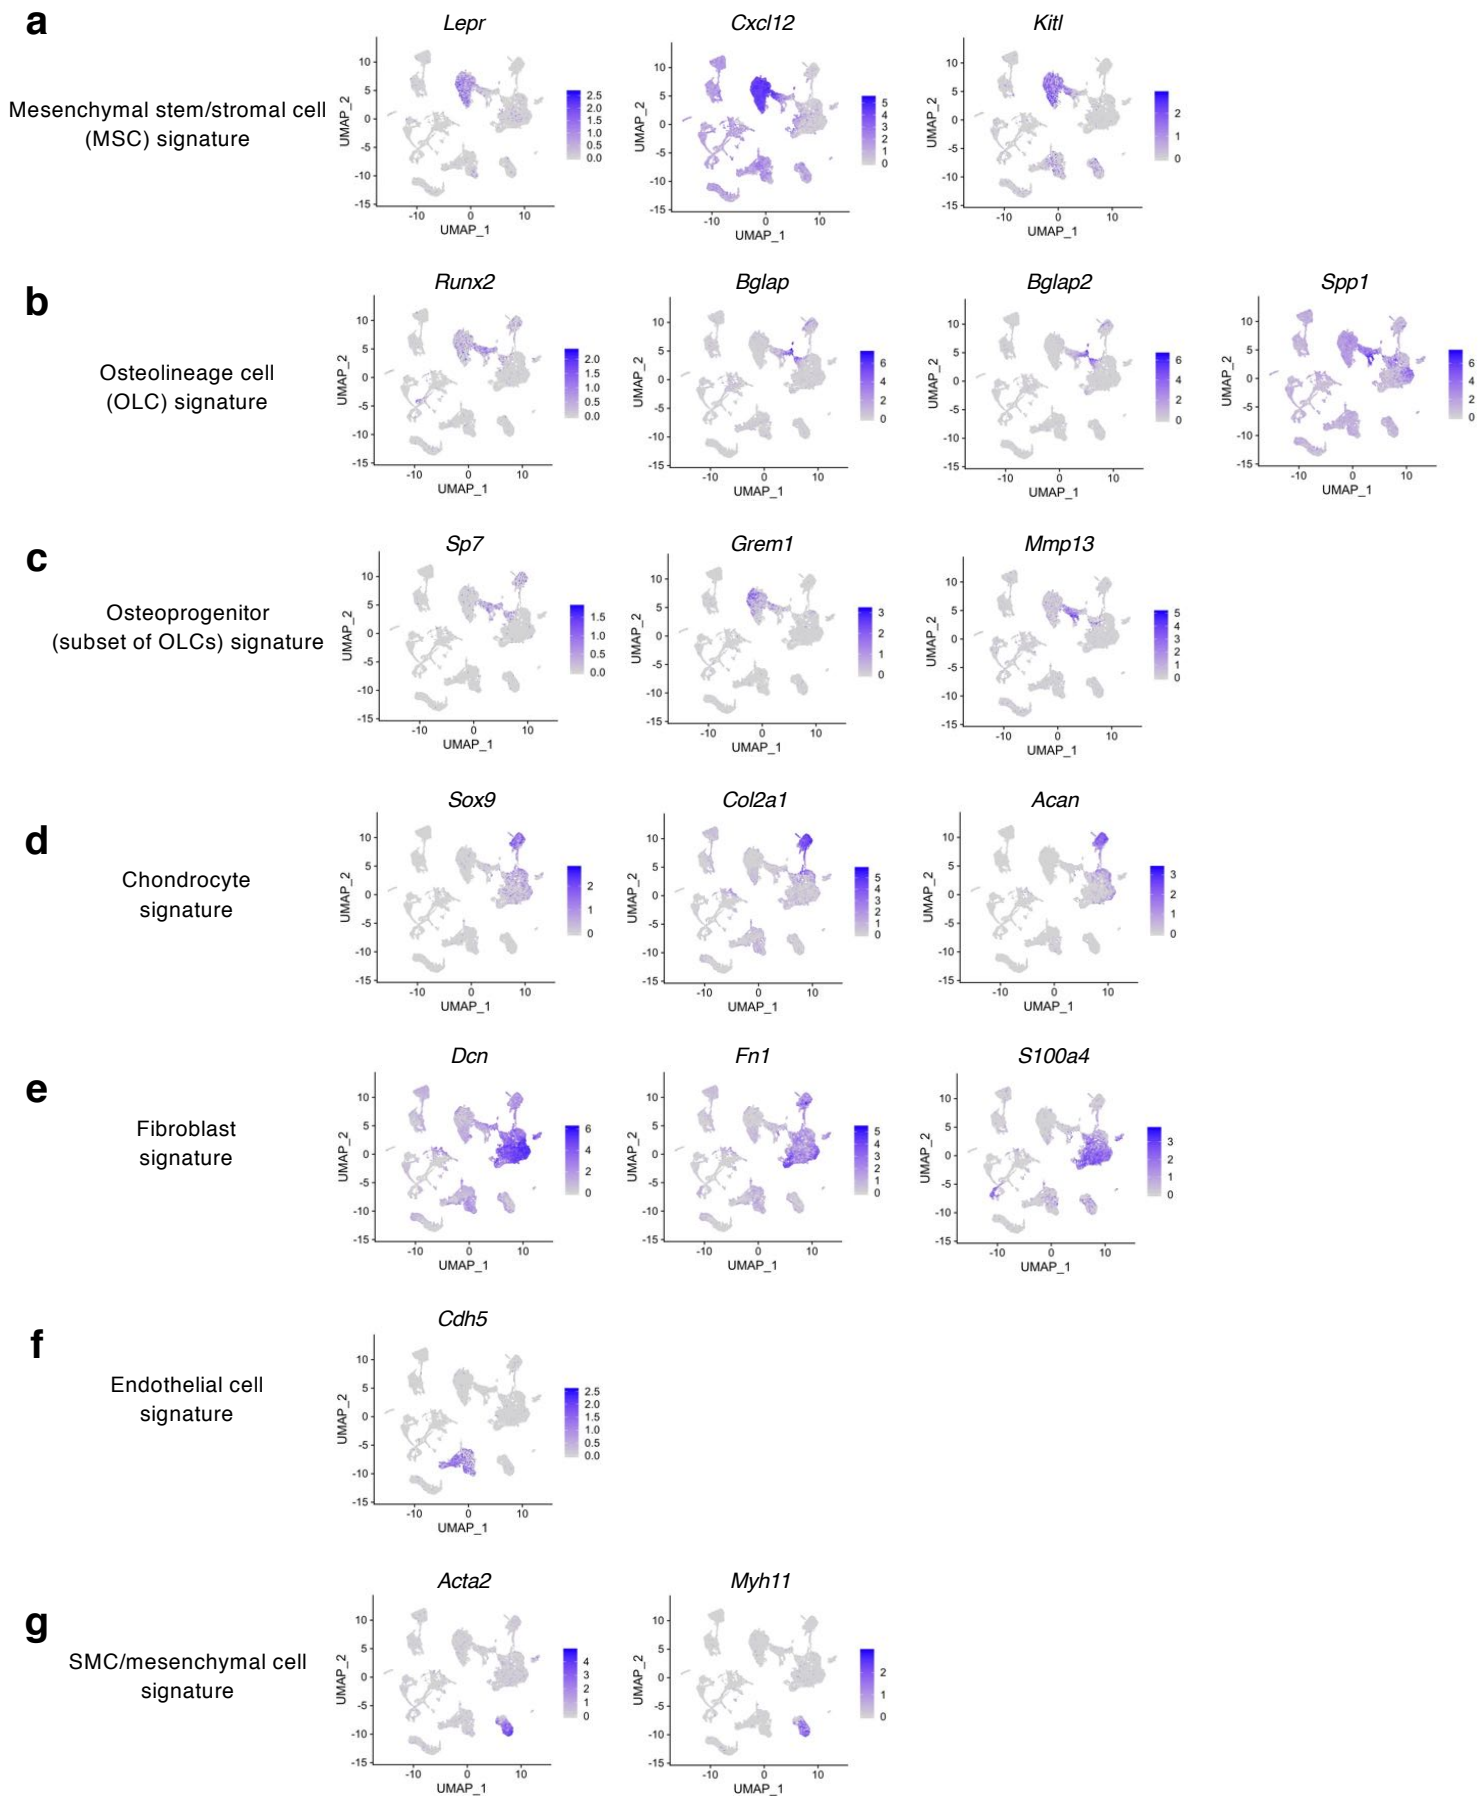

**Supplementary Fig. 1. Single-cell RNA-sequencing analysis of non-hematopoietic cells from mouse bone and bone marrow fractions**

**a-g** Single-cell RNA-sequencing analysis of cell mixture of mouse bone and bone marrow fractions continued from **Fig. 1**. Expression profile of mesenchymal stem/stromal cell (MSC) markers: *Lepr*, *Cxcl12*, and *Kitl* (**a**); MSC-descendent osteolineage cell (OLC) markers: *Runx2*, *Bglap*, *Bglap2*, and *Spp1* (**b**); osteoprogenitor cell markers: *Sp7*, *Grem1*, and *Mmp13* (**c**); chondrocyte markers: *Sox9*, *Acan*, and *Col2a1* (**d**); fibroblast markers: *Dcn*, *Fnl*, and *S100a4* (**e**); bone marrow endothelial cell (BMEC) marker: *Cdh5* (**f**); and SMC/mesenchymal cell markers: *Acta2* and *Myh11* (**g**), among defined cell clusters shown in UMAP plot.

Supplementary Figure 2

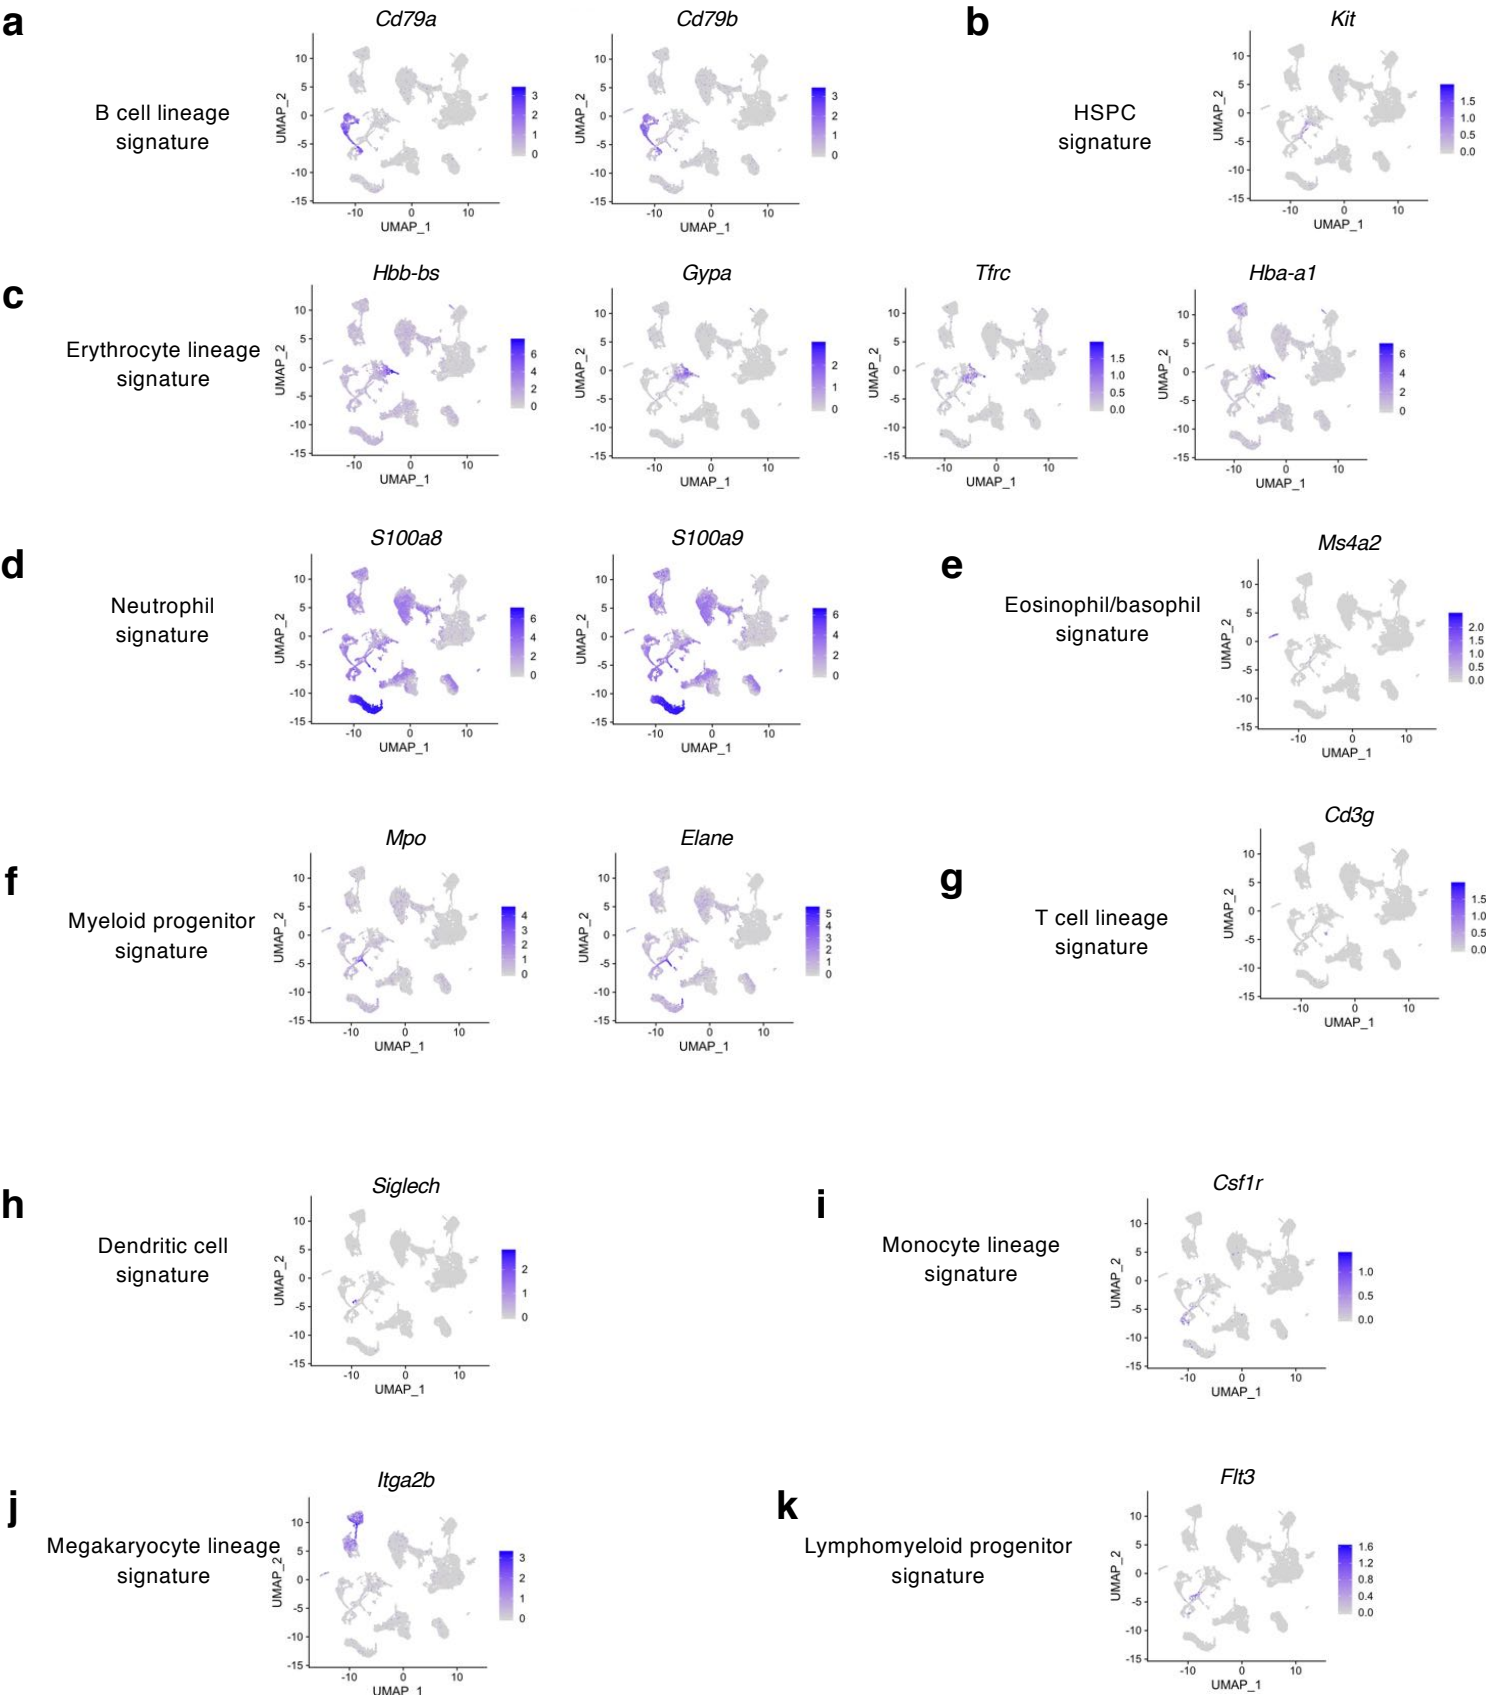

**Supplementary Fig. 2. Single-cell RNA-sequencing analysis of hematopoietic cells from mouse bone and bone marrow fractions**

**a-k** Single-cell RNA-sequencing analysis of cell mixture of mouse bone and bone marrow fractions continued from **Fig. 1**. Expression profile of B cell lineage markers: *Cd79a* and *Cd79b* (**a**); Hematopoietic stem and progenitor cell (HSPC) marker: *Kit* (**b**); erythrocyte lineage markers: *Hbb-bs*, *Gypa*, *Tfrc* (CD71), and *Hba-a1* (**c**); neutrophil markers: *S100a8* and *S100a9* (**d**); eosinophil/basophil marker: *Ms4a2* (**e**); myeloid progenitor cell markers: *Mpo* and *Elane* (**f**); T cell lineage marker: *Cd3g* (**g**); dendritic cell marker: *Siglech* (**h**); monocyte cell marker: *Csf1r* (**i**); megakaryocyte lineage marker: *Itga2b* (**j**); and lymphomyeloid progenitor marker: *Flt3* (**k**), among defined cell clusters shown in UMAP plot.

Supplementary Figure 3

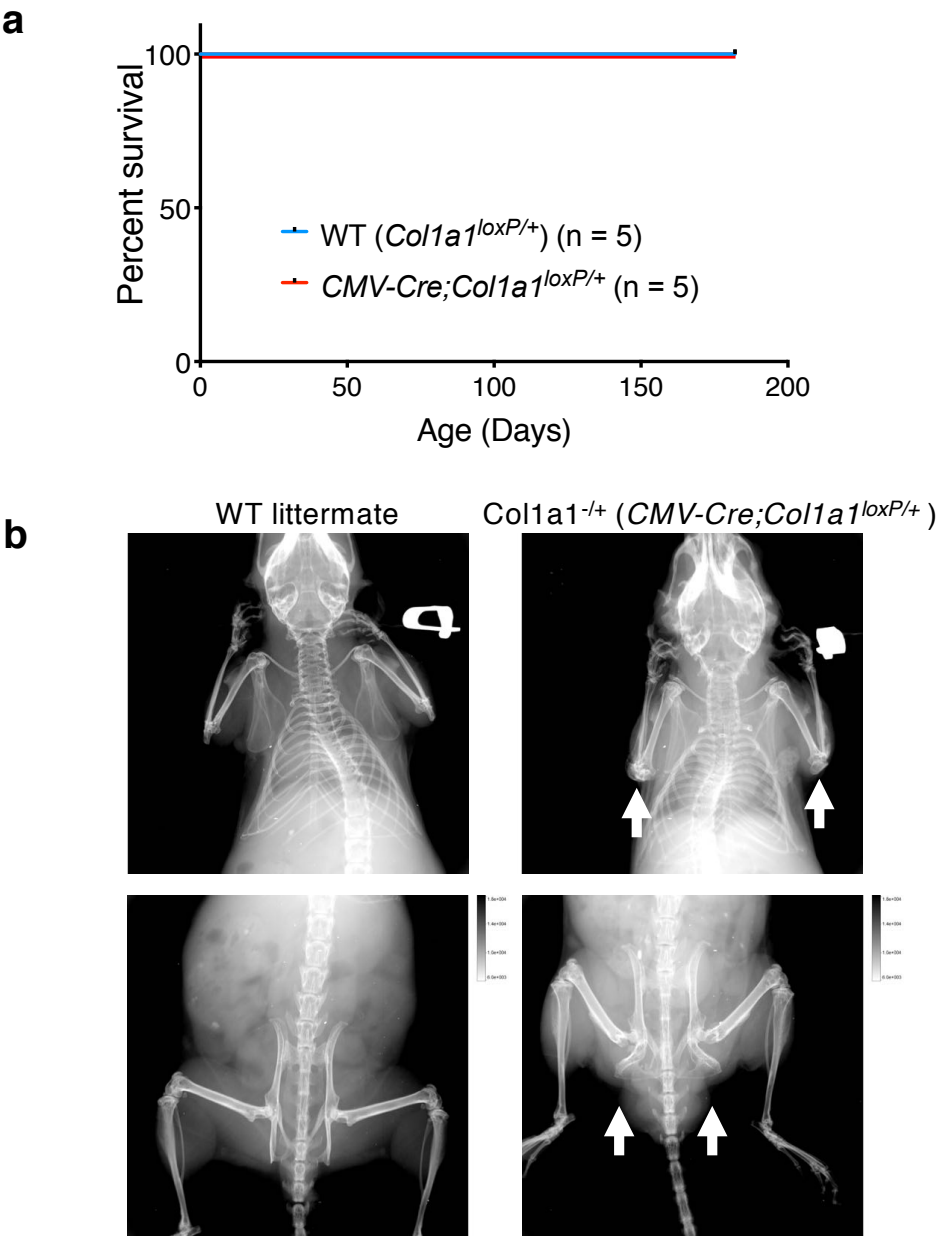

**Supplementary Fig. 3. Characterization of *CMV-Cre;Colla1<sup>loxP/+</sup>* mice with *Colla1* haploinsufficiency**

**a** Overall survival of *CMV-Cre;Colla1<sup>loxP/+</sup>* mice harboring heterozygous *Colla1* loss, in comparison with age-matched wild-type (WT; *Cre-negative; Colla1<sup>loxP/+</sup>*) littermates (n = 5 per group) observed for 6 months.

**b** Representative radiographic images of 6-month-old *CMV-Cre;Colla1<sup>loxP/+</sup>* mice, in comparison with age-matched wild-type littermates. Arrows indicate spontaneous fracture lesions in elbow joint and pelvis of *CMV-Cre;Colla1<sup>loxP/+</sup>* mice.

Supplementary Figure 4

Picrosirius Red

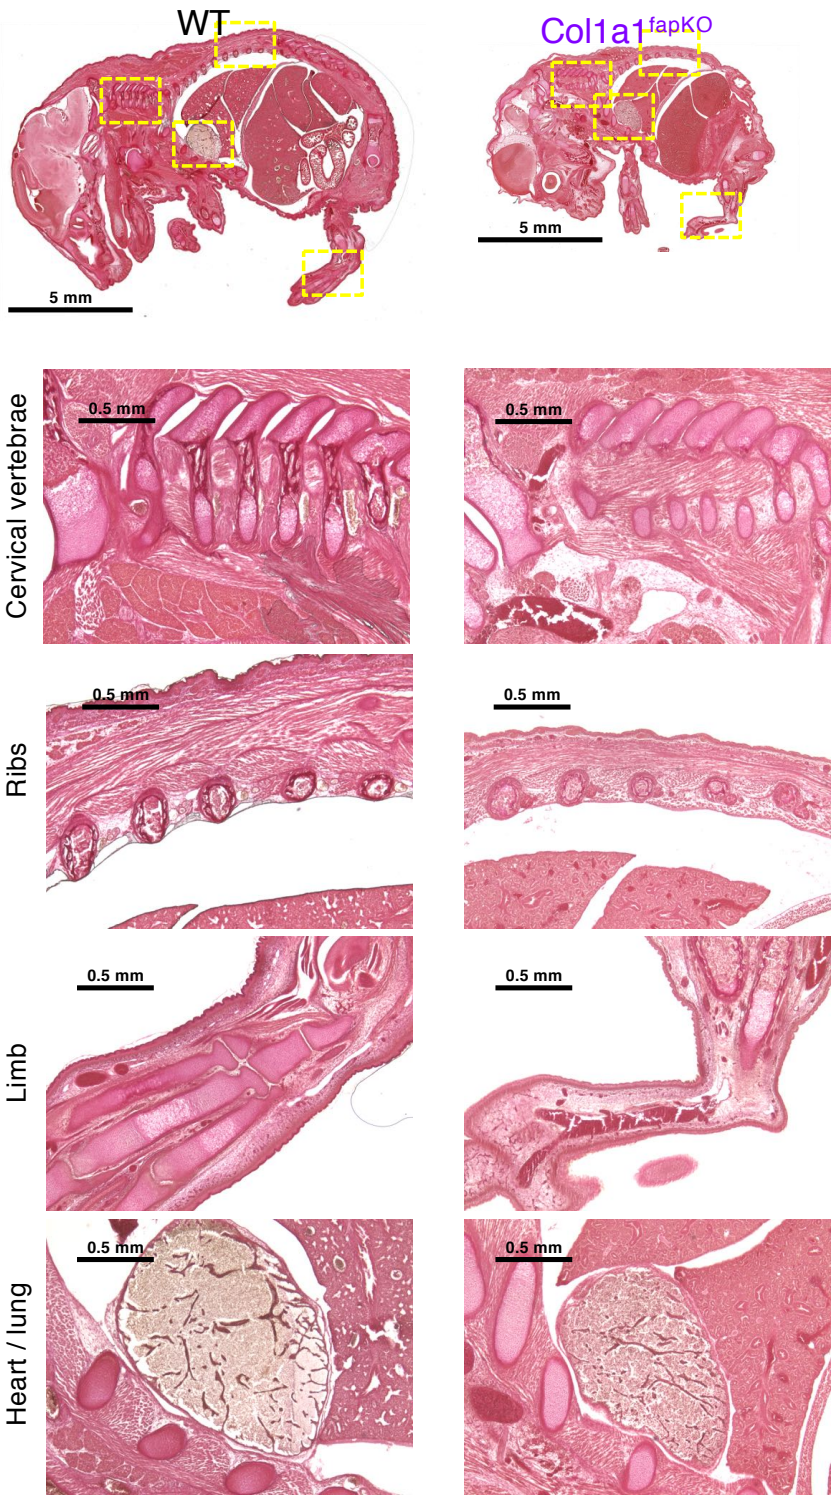

**Supplementary Fig. 4. Specific deletion of Col1 in Fap-lineage cells leads to impaired collagen deposition in the bones**

Picrosirius Red staining of the embryos of wild-type (WT; *Fap-Cre-negative;Colla1<sup>loxP/loxP</sup>*) and *Colla1<sup>fapKO</sup>* (*Fap-Cre;Colla1<sup>loxP/loxP</sup>*) at E16.5, continued from **Fig. 3e**. Representative images were shown for n = 4 mice per group. Scale bars of whole-mount sections, 5 mm; Scale bars at 50× magnification, 0.5 mm.

Supplementary Figure 5

**a**

WT  
(E16.5)

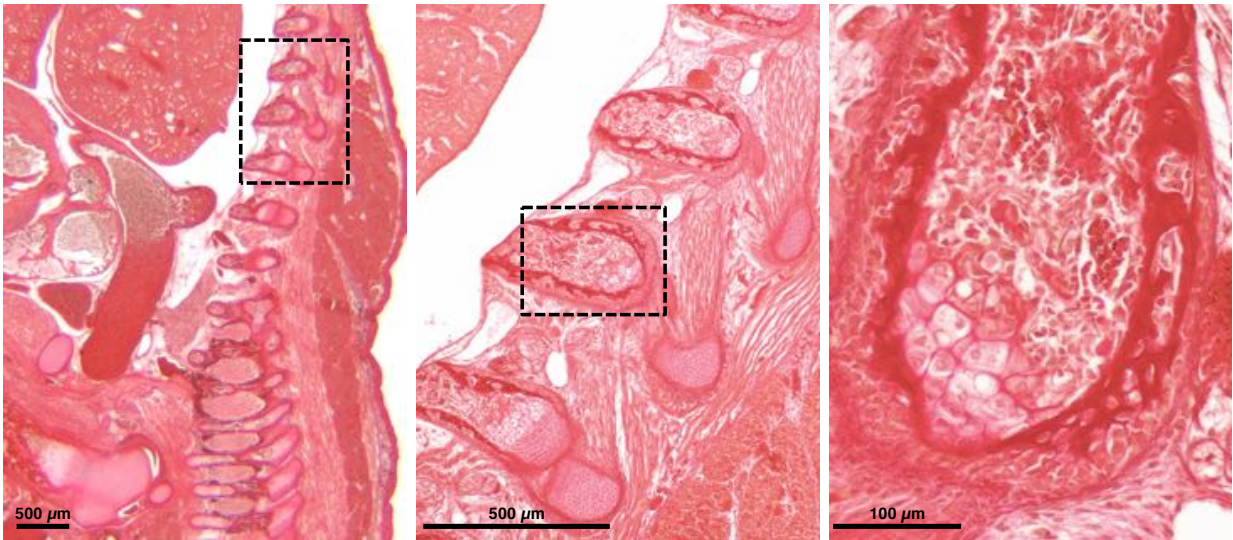

Col1a1<sup>fapKO</sup>  
(E16.5)

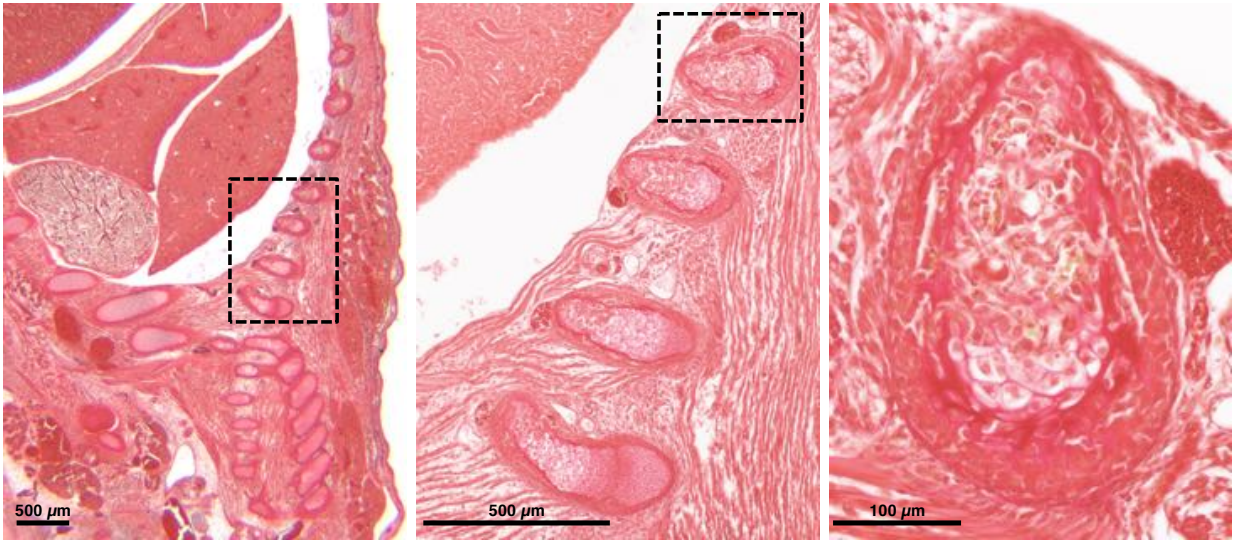

**b**

WT  
(Postnatal)

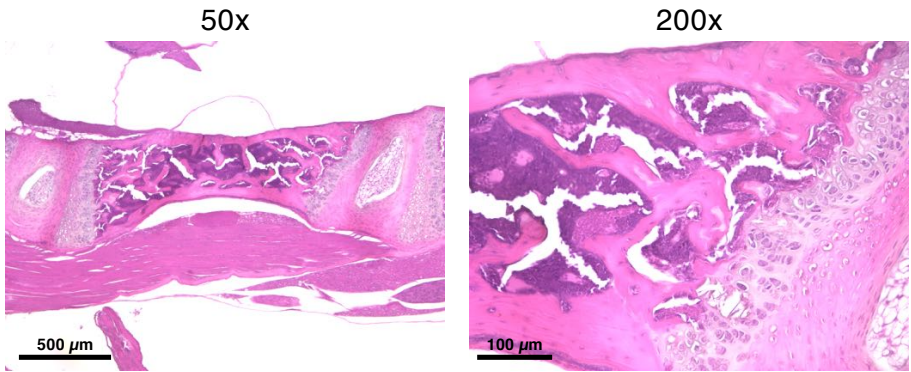

Col1a1<sup>fapKO</sup>  
(Postnatal)

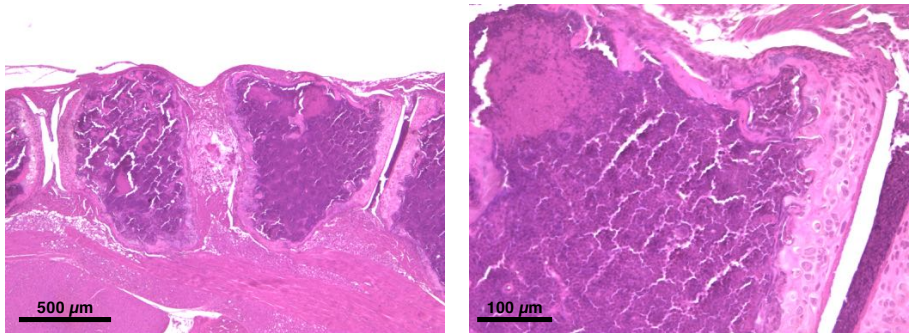

**Supplementary Fig. 5. Col1 deletion in Fap-lineage cells results in defective vertebrate development**

**a** Picrosirius Red staining of the vertebrates in E16.5 embryos from  $Col1a1^{fapKO}$  (*Fap-Cre;Colla1<sup>loxP/loxP</sup>*) and WT groups (continued from **Supplementary Fig. 4**). Representative images were shown for n = 3 embryos per group. Scale bars at 50×/100x magnification, 0.5 mm. Scale bars at 400× magnification, 0.1 mm.

**b** Representative H&E staining images of the vertebrates from the only live  $Col1a1^{fapKO}$  mouse (n = 1 mouse, limited by the fact that only one live  $Col1a1^{fapKO}$  mouse was ever observed) and its WT littermate (n = 3 mice). Scale bars at 50× magnification, 0.5 mm. Scale bars at 200× magnification, 0.1 mm.

Supplementary Figure 6

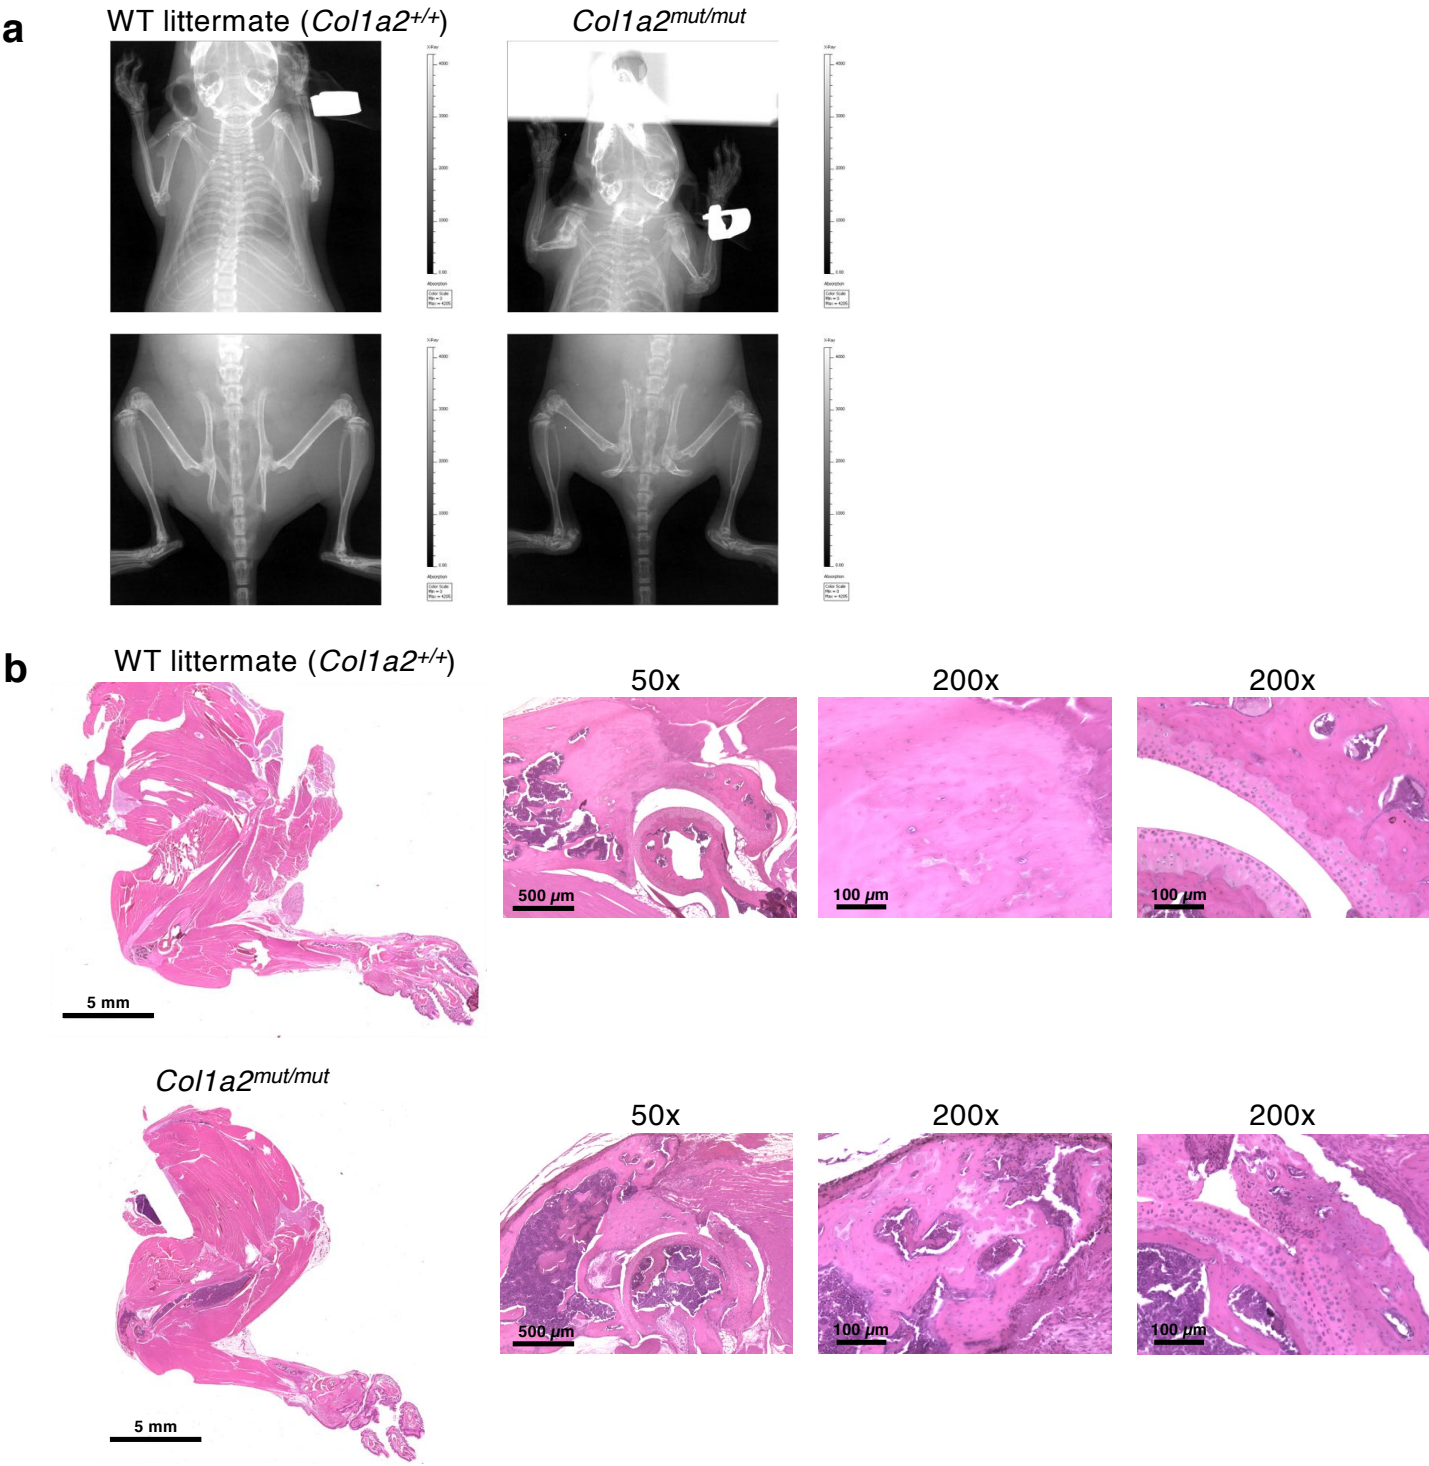

**Supplementary Fig. 6. *Colla2*<sup>OIM/OIM</sup> mice exhibit similar Osteogenesis Imperfecta phenotype to *Colla1*<sup>fspKO</sup> mice**

**a** Radiograph of 2.5-month-old wild-type (WT; *Colla2*<sup>+/+</sup>) and OIM (*Colla2*<sup>OIM/OIM</sup>) mice.

**b** H&E staining of the forelimb sections of 2.5-month-old WT and OIM mice. Representative images were shown for n = 6 mice per group. Scale bars of whole-mount sections, 5 mm; Scale bars at 50× magnification, 500 μm; Scale bars at 200× magnification, 100 μm.

Supplementary Figure 7

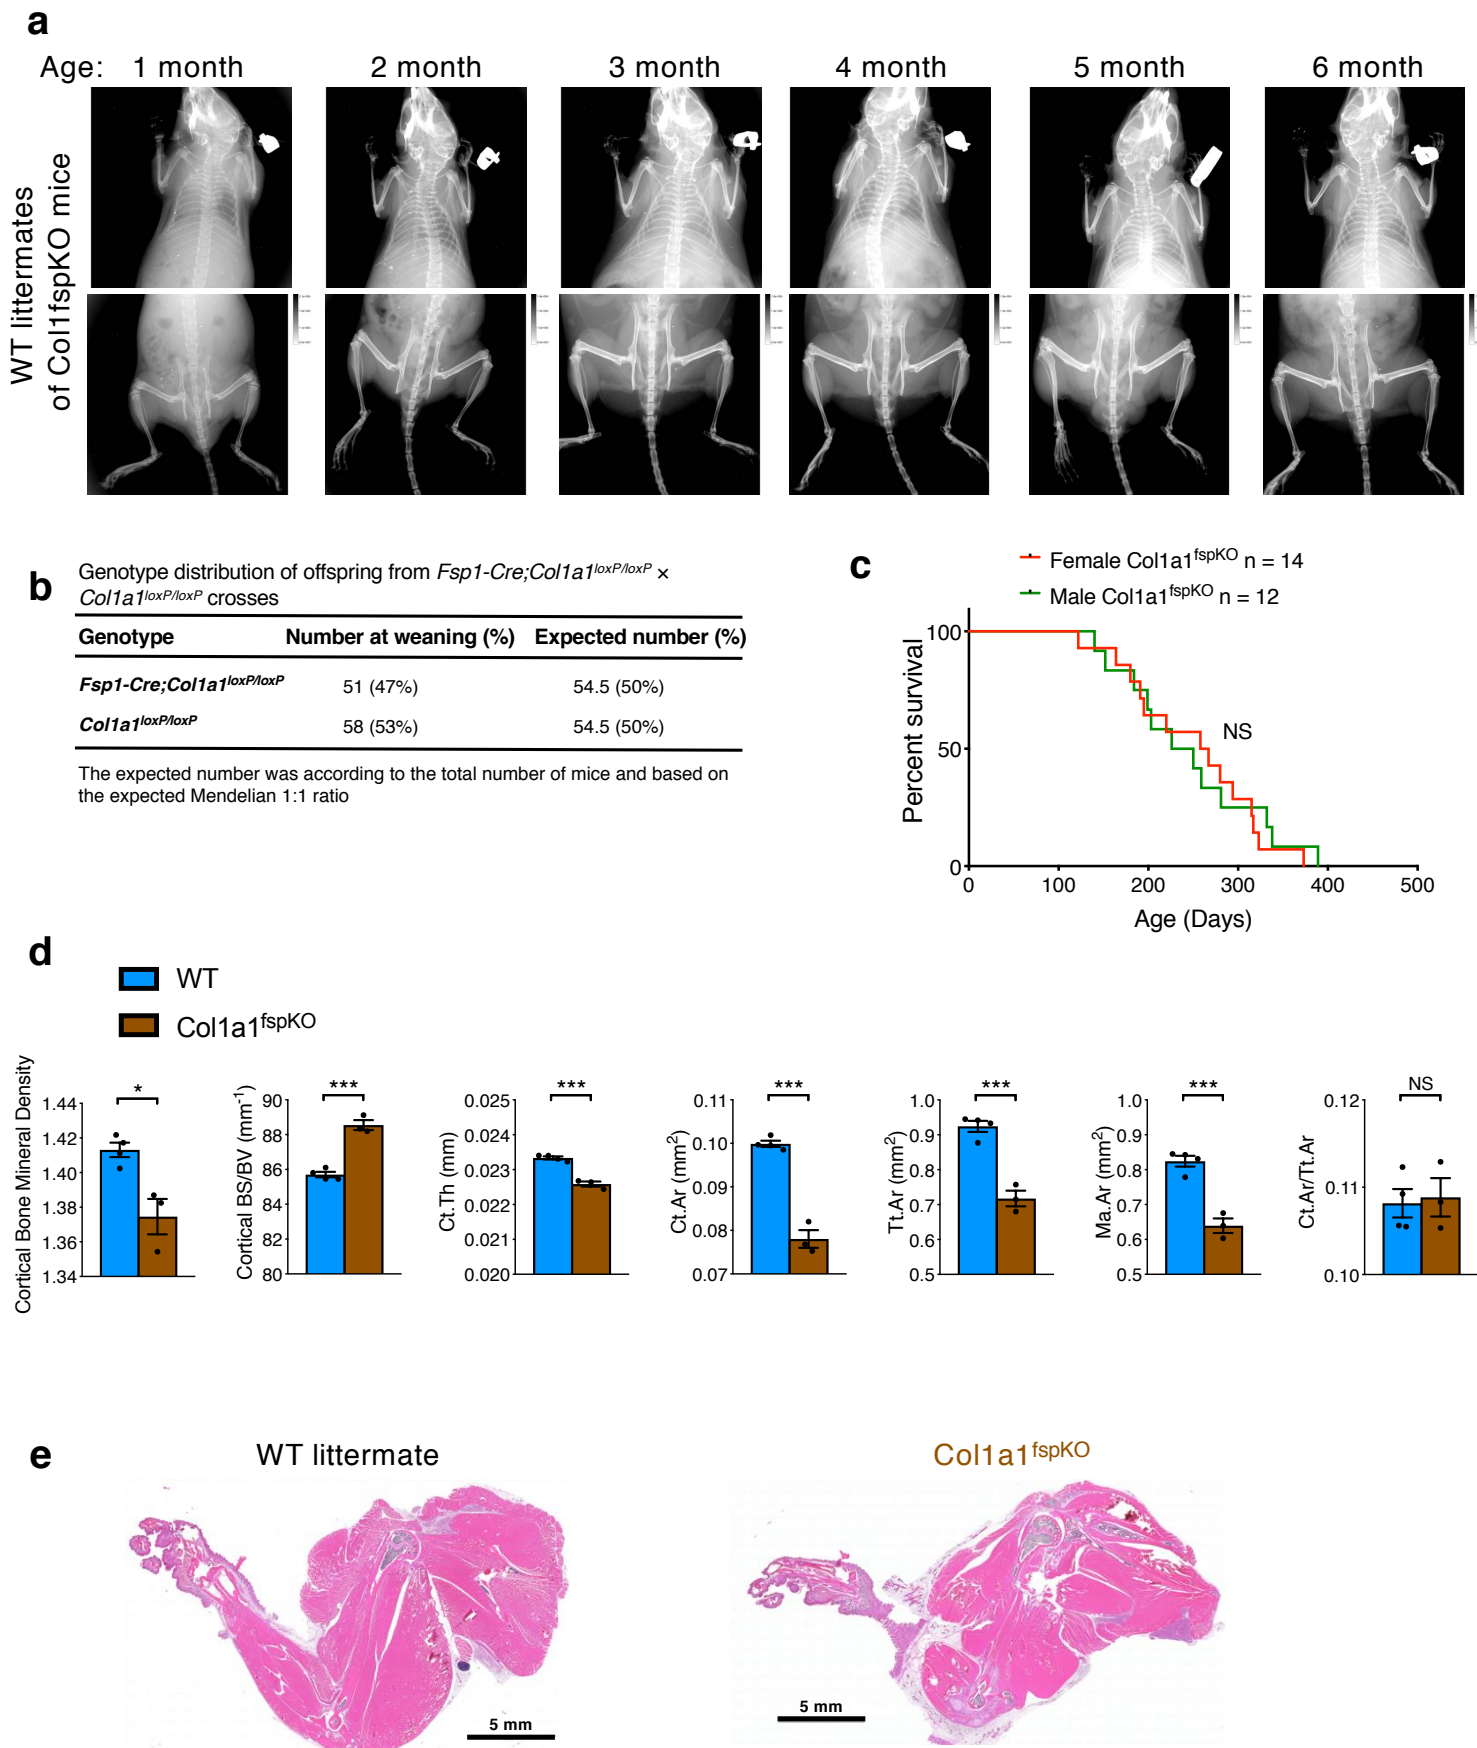

**Supplementary Fig. 7. Col1 deletion in Fsp1-lineage cells results in frequent spontaneous fractures of the bones**

**a** Radiograph of WT (*Fsp1-Cre-negative; Colla1<sup>loxP/loxP</sup>*) mice at the age from 1 to 6 month. These WT mice are age-matched littermates of *Colla1<sup>fspKO</sup>* (*Fsp1-Cre; Colla1<sup>loxP/loxP</sup>*) mice shown in **Fig. 5d**.

**b** Genotype distribution in live offspring documented at the time of weaning from the crosses between *Fsp1-Cre; Colla1<sup>loxP/loxP</sup>* and *Colla1<sup>loxP/loxP</sup>* mice.

**c** Survival of female (n = 14) and male (n = 10) mice of *Colla1<sup>fspKO</sup>* (*Fsp1-Cre; Colla1<sup>loxP/loxP</sup>*) genotype, based on the survival data of the same mouse cohort originally shown in **Fig. 5b**. Kaplan-Meier plots and the log rank Mantel-Cox test were used to evaluate statistical differences of survival. NS, not significant.

**d** Continued from **Fig. 5g**. The cortical bone material property measurements of 6-month-old WT mice (n = 4) and *Colla1<sup>fspKO</sup>* mice (n = 3) are compared as bone mineral density (BMD; \*  $P = 0.0114$ ), bone surface area/bone volume (BS/BV; \*\*\*  $P = 0.00023$ ), cortical thickness (Ct.Th; \*\*\*  $P = 0.00022$ ), cortical bone area (Ct.Ar; \*\*\*  $P = 8.84E-05$ ), total area (Tt.Ar; \*\*\*  $P = 0.00055$ ), cortical bone marrow area (Ma.Ar; \*\*\*  $P = 0.00075$ ), and cortical area/total area (Ct.Ar/Tt.Ar; NS not significant). The unpaired, two-tailed  $t$  test was used to compare the mean of two independent groups. Data are represented as mean  $\pm$  SEM.

**e** H&E staining of the forelimb whole-mount sections of 6-month-old WT and *Colla1<sup>fspKO</sup>* mice, continued from **Fig. 6a**. Scale bars, 5 mm.

## Supplementary Figure 8

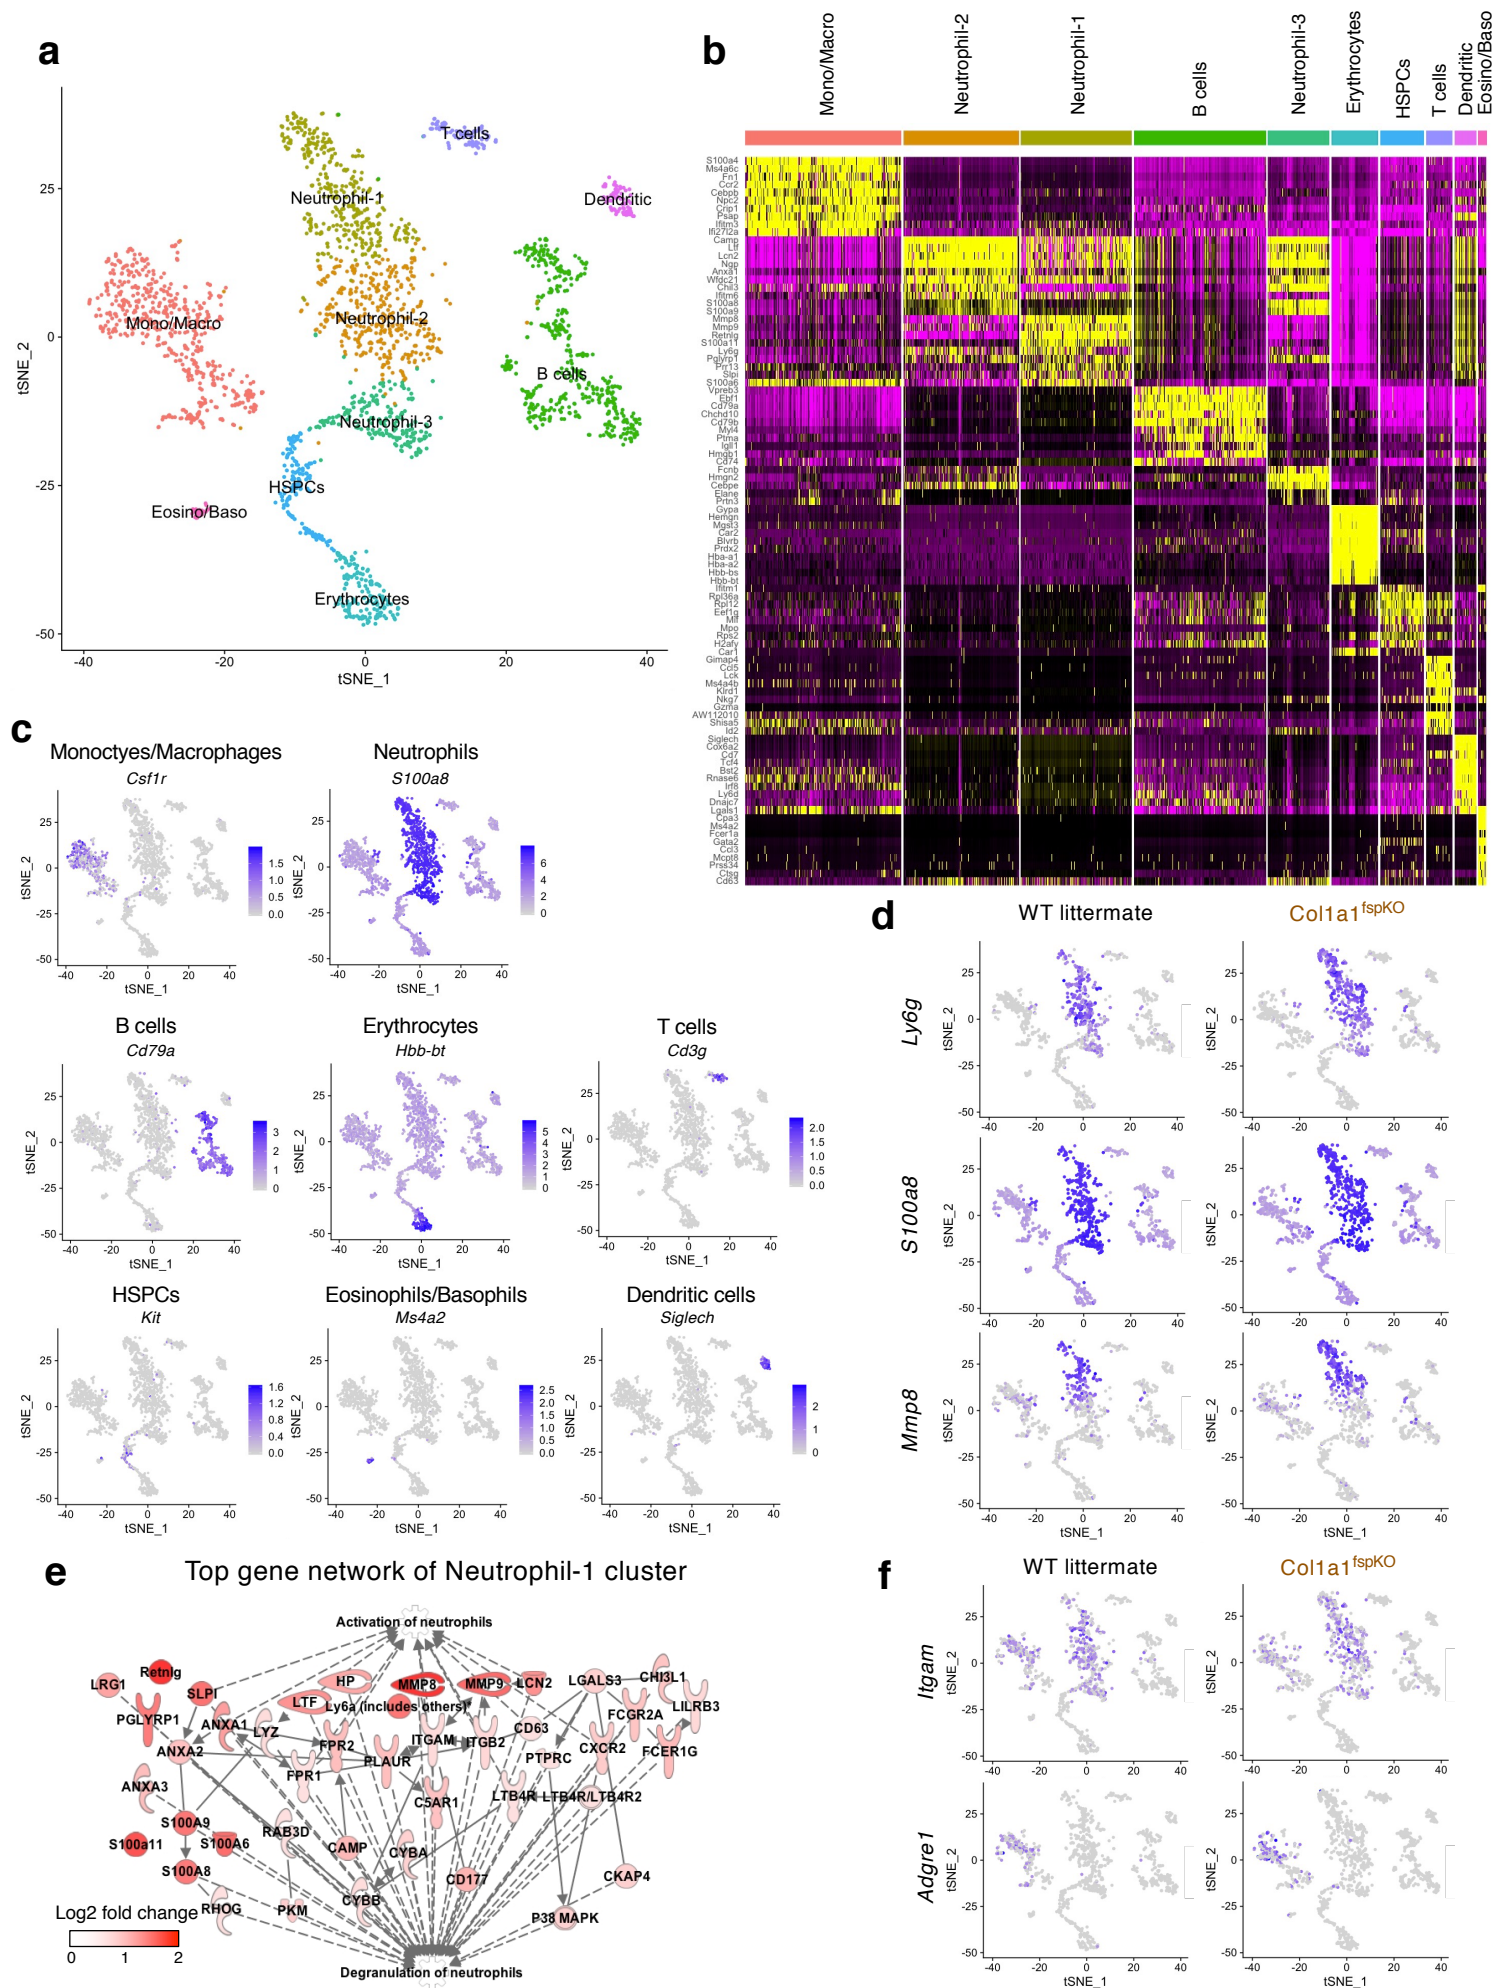

**Supplementary Fig. 8. Single-cell RNA-sequencing analysis of bone marrow fractions from *Col1a1*<sup>fspKO</sup> mice (continued from Fig. 7)**

**a-d** Single-cell RNA-sequencing analysis of cell mixture of bone marrow fractions from 2-month-old WT and *Col1a1*<sup>fspKO</sup> mice, originally shown in **Fig. 7**. 

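Clustering over both libraries gave 15 clusters. Cluster 7, named Neutrophil-1-like, was led by Retnlg, Gm5483 and Stfa2l1, and clusters 1 and 2, named Neutrophil-2-like, by Orm1 and Lcn2 and by Mmp8 and Mmp9. Cluster 4, named Neutrophil-3-like, was led by Fcnb, and its 10 leading genes held 3 markers of that class and 3 of Neutrophil-2. Mono/Macro-like cells comprised clusters 0, 9 and 11, led by Wfdc17, Ass1 and Klf4. Clusters 3, 6 and 14, led by Myl4, Ms4a1 and Vpreb1, were named B cells-like. Cluster 5 was named Erythrocytes-like. Ccl5 led cluster 10, which scored highest for T cells, Siglech the Dendritic-like cells and Prss34 the Eosino/Baso-like cells. Cluster 8 stayed unnamed. The way of scoring the markers was written after the clusters had been seen. The smallest cluster, 14, held 23 cells, and the largest, 0, held 362.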

Functional clusters of cells, combined from WT and *Col1a1*<sup>fspKO</sup> mice, were shown in **(a)**. **(b)** Heat map showing the scaled expression values of discriminating signature genes for the functional clusters of cells defined above. **(c)** Expression profile of representative signature gene for each cell cluster shown in UMAP plot. **(d)** Expression profile of *Ly6g*, *S100a8*, and *Mmp8* among defined cell clusters in the bone marrow fractions from WT and *Col1a1*<sup>fspKO</sup> mice shown in UMAP plot.

**e** Ingenuity pathway analysis (IPA) visualizing the significantly upregulated signature genes (red) of “Neutrophil-1” cell cluster.

**f** Expression profile of *Itgam* (CD11b) and *Adgre1* (F4/80) among defined cell clusters in the bone marrow fractions from WT and *Col1a1*<sup>fspKO</sup> mice.

Supplementary Figure 9

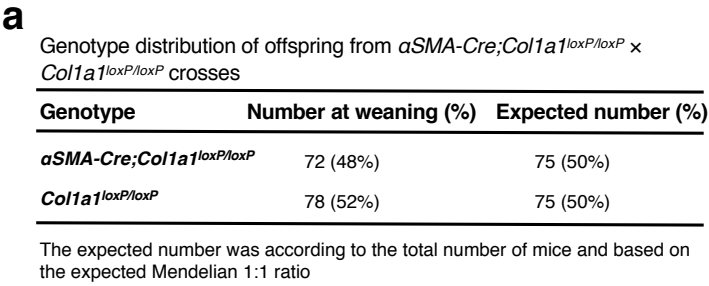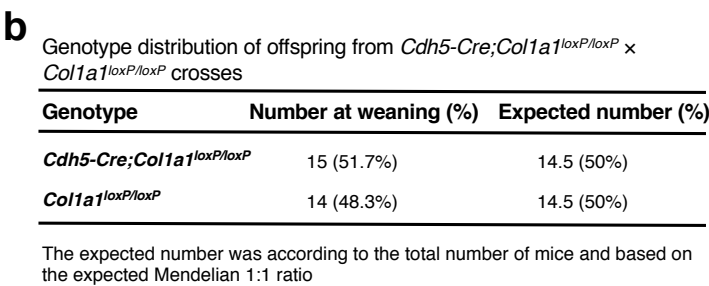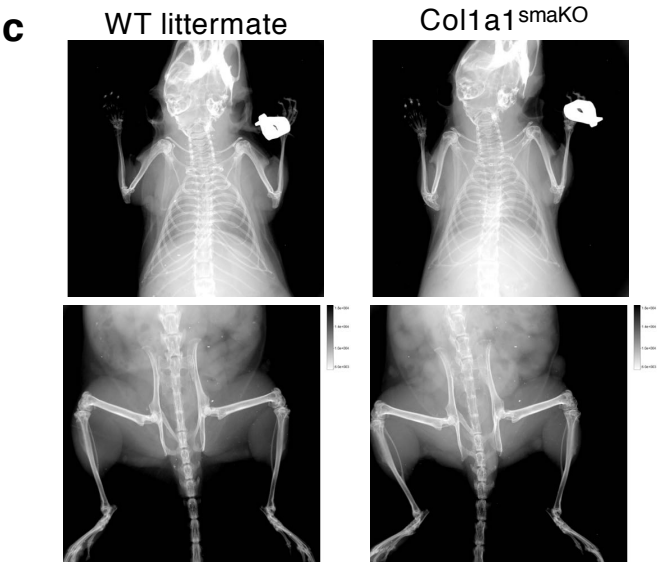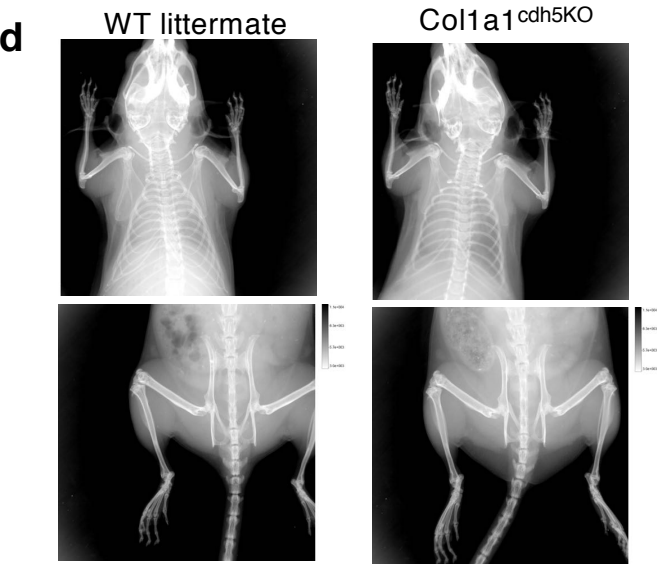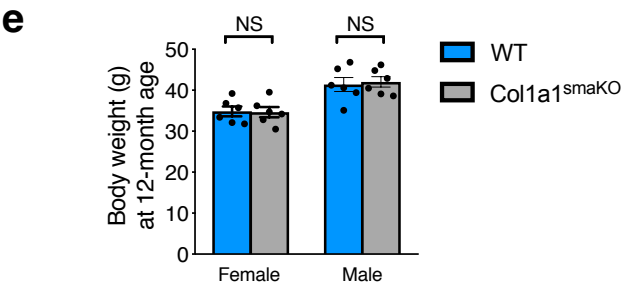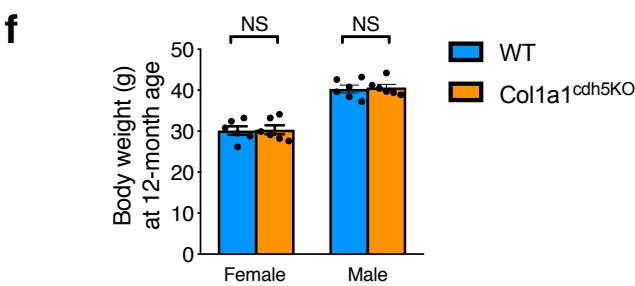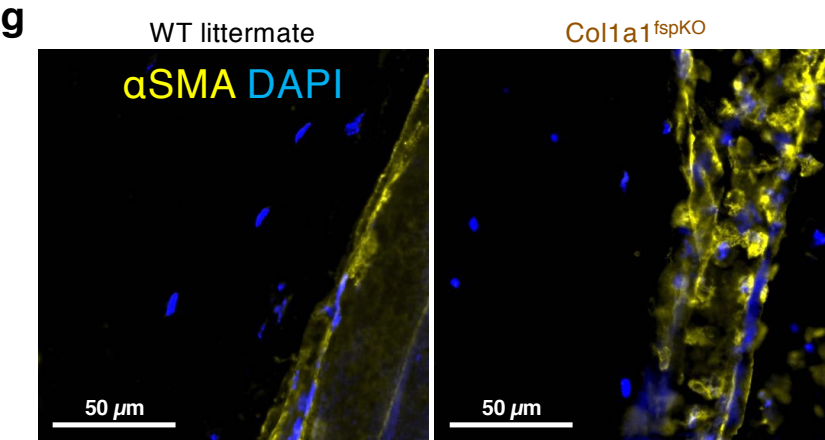

**Supplementary Fig. 9. Col1 deletion in  $\alpha$ SMA-lineage mesenchymal cells or Cdh5-lineage endothelial cells causes no abnormal phenotype in mice**

**a,b** Genotype distribution in live offspring documented at the time of weaning from the crosses between  $\alpha$ SMA-Cre;Colla1<sup>loxP/loxP</sup> (Colla1<sup>smaKO</sup>) and WT (*Cre-negative*;Colla1<sup>loxP/loxP</sup>) mice (**a**), or *Cdh5-Cre*;Colla1<sup>loxP/loxP</sup> (Colla1<sup>cdh5KO</sup>) and WT mice (**b**).

**c,d** Radiograph of 12-month-old WT mice, Colla1<sup>smaKO</sup> mice (**c**), and Colla1<sup>cdh5KO</sup> mice (**d**).

**e,f** Body weight of 12-month-old WT mice, Colla1<sup>smaKO</sup> mice (**e**), and Colla1<sup>cdh5KO</sup> mice (**f**). Comparison of mouse body weight was based on 6 mice per group. The unpaired, two-tailed *t* test was used to compare the mean of two independent groups. NS, not significant. Data are represented as mean  $\pm$  SEM.

**g** Representative immunofluorescence images of humerus periosteal areas from 6-month-old WT and Colla1<sup>fspKO</sup> mice (n = 4 mice per group) stained for  $\alpha$ SMA (yellow). Enrichment of  $\alpha$ SMA-expressing cells emerged in response to spontaneous fracture lesions in Colla1<sup>fspKO</sup> mice. Scale bars, 50  $\mu$ m.

# Supplementary material for: Type-I collagen produced by distinct fibroblast lineages reveals specific function during embryogenesis and Osteogenesis Imperfecta
**Source:** Nat Commun. 2021 Dec 10;12:7199. doi: 10.1038/s41467-021-27563-3
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | For single cell RNA sequencing assay, cells from unfractionated tumor were encapsulated using 10X Genomics' Chromium controller and Single Cell 3' Reagent Kits v2. Following capture and lysis, cDNA was synthesized and amplified to construct Illumina sequencing libraries. The libraries from about 1,000 cells per sample were sequenced with Illumina Nextseq 500.                                                                                                                                                                                                                                                                                                                                                 |
| Data analysis   | Single cell RNA sequencing data were processed by the Sequencing and Microarray Facility in MD Anderson Cancer Center. Library Seurat (version 3.5.3), dplyr (version 1.0.7) and cowplot (version 1.1.1) were loaded into R (version 3.6.1) to explore QC metrics, filter cells, normalize data, cluster cells, and identify cluster biomarkers. Data statistical analyses were performed using GraphPad Prism (version 8.0.0). The analysis of microCT and X-ray imaging was conducted using SkyScan DataViewer software version 1.5.0 (Bruker). The biomechanics analysis was conducted using Bluehill Software version 2.9 (Instron). Confocal microscopic images were analyzed with ZEN software version 2.1 (Zeiss). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors declare that all data supporting the findings of this study are available within the paper and the supplementary information. Single-cell RNA-sequencing

source data generated by this study can be accessed with the accession number GEO: GSE184360. Single-cell RNA-sequencing source data of a previously published dataset can be accessed with the accession number GEO: GSE128423.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size of the experiments was based on our previous experiments with transgenic mouse models including the Col1a1loxP/loxP strain (Chen et al., Cancer Cell, 2021, PMID: 33667385). The sample size for each experiment is mentioned in the figure legends. Sample size of the number of independently interrogated biological samples was limited by the number of obtained transgenic mice with the desired genotype. The sample size for the X-ray imaging, microCT imaging, biomechanics test, and immunostaining experiments was at least three biological replicates (as biologically independent samples from individual mice) per group.                                                                                                                                                               |
| Data exclusions | No samples/animals was excluded from any analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Replication     | The experiments using mouse models were confirmed with multiple technical and biological replicates, as stated in the methods. All attempts at replication were successful, and the phenotypes of indicated transgenic mouse models with Col1a1 knockout were consistently observed through the 4-year time span of our study. The frequency of examination on independent biological replicates was based on the breeding of transgenic mice to generate the experimental mice with desired genotypes. The bone phenotypes of experimental mice (with each mouse as an independent biological replicate) are examined by X-ray on a monthly basis after the mice reach weaning age. Different batches of experimental mice (born at different time) were examined independently but using the same parameter settings. |
| Randomization   | No randomization was used for animal studies. In this study, we compared the bone phenotypes of transgenic mice with Col1a1 genetic deletion to wild-type control littermates. These experimental mice (with conditional knockout) and wild-type control mice were born with their group/genotype identities, making the randomization impossible and unnecessary.                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Blinding        | Investigators were not blinded for group identification or genotype identification for the transgenic mouse models used in this study. As part of the standard protocols for transgenic mouse maintenance, the group identification and genotype identification of experimental transgenic mice and wild-type control littermates must be identified by genotyping PCRs at the age of 3 weeks, therefore making the blinding of groups impossible. However, the terminal operator was blinded at the time of body weight measurement, X-ray imaging, micro-CT imaging, biomechanical examinations, and other assays.                                                                                                                                                                                                    |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |    |
|-------------------|----|
| Study description | NA |
| Research sample   | NA |
| Sampling strategy | NA |
| Data collection   | NA |
| Timing            | NA |
| Data exclusions   | NA |
| Non-participation | NA |
| Randomization     | NA |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |    |
|-------------------|----|
| Study description | NA |
|-------------------|----|

|                                   |                                                          |
|-----------------------------------|----------------------------------------------------------|
| Research sample                   | NA                                                       |
| Sampling strategy                 | NA                                                       |
| Data collection                   | NA                                                       |
| Timing and spatial scale          | NA                                                       |
| Data exclusions                   | NA                                                       |
| Reproducibility                   | NA                                                       |
| Randomization                     | NA                                                       |
| Blinding                          | NA                                                       |
| Did the study involve field work? | <input type="checkbox"/> Yes <input type="checkbox"/> No |

## Field work, collection and transport

|                        |    |
|------------------------|----|
| Field conditions       | NA |
| Location               | NA |
| Access & import/export | NA |
| Disturbance            | NA |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | All antibodies used in this study were commercially available with detailed information provided in the Methods section. The antibodies used in this study are: goat anti-Collagen1 (SouthernBiotech, 1310-01, lot#B2918-XB89, 1:200), biotinylated donkey anti-goat secondary antibody (Jackson ImmunoResearch, 705-066-147, lot#127411, 1:400), rabbit anti-GFP/YFP (Abcam, ab290, lot#GR3321614-1, 1:500), chicken anti-GFP/YFP (Abcam, ab13970, lot# GR3190550-13, 1:400), rabbit anti-osteocalcin/OCN (Millipore/Sigma-Aldrich, ab10911, lot#3670782, 1:200), rat anti-Ly6G (Abcam, ab25377, clone RB6-8C5, lot#GR3391587-2, 1:100), mouse anti-RFP/tdTomato (Thermo Fisher, MA5-15257, clone RF5R, lot#SD247965, 1:100), and AF488/594-labeled secondary antibodies: Thermo Fisher A11012 (lot#1933366), A11039 (lot#2079383), A11008 (lot#1937184), and A21203 (lot#1722995), all in 1:400 dilution. |
| Validation      | All antibodies used in this study were previously confirmed by the manufacturers and previous research studies that can be found on the manufacturers' websites. Goat anti-type I collagen antibody was validated for the application of immunohistochemistry staining on paraffin sections (with mouse reactivity). Rabbit and chicken anti-GFP/YFP antibodies were validated for the application of immunohistochemistry staining on paraffin sections. Rabbit anti-osteocalcin antibody was validated for the application of immunohistochemistry staining (with mouse reactivity). Rat anti-Ly6G antibody was validated for the application of immunohistochemistry staining (with mouse reactivity).                                                                                                                                                                                                   |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |    |
|----------------------------------------------------------------------|----|
| Cell line source(s)                                                  | NA |
| Authentication                                                       | NA |
| Mycoplasma contamination                                             | NA |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | NA |

## Palaeontology and Archaeology

|                     |    |
|---------------------|----|
| Specimen provenance | NA |
| Specimen deposition | NA |
| Dating methods      | NA |

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

|                  |    |
|------------------|----|
| Ethics oversight | NA |
|------------------|----|

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mice were housed under standard housing conditions at MDACC animal facilities, and all animal procedures were reviewed and approved by the MDACC Institutional Animal Care and Use Committee. Fsp1-Cre and $\alpha$ SMA-Cre mouse strains were previously documented (Chen et al., EMBO Mol Med. 2018. PMID: 30120146). Cdh5-Cre (017968; B6.129-Tg-Cdh5-cre-1Spe/J), CMV-Cre (006054; B6.C-Tg-CMV-cre-1Cgn/J), and LSL-YFP (006148; B6.129X1-Gt-ROSA-26Sortm1-EYFP-Cos/J) mouse strains were purchased from Jackson Laboratory. Osteogenesis imperfecta murine (OIM) strain harboring Col1a2 mutation (001815; B6C3Fe a/a-Col1a2oim/J) was purchased from Jackson Laboratory. Col1a1loxP/loxP mouse strain (with loxP-flanked exons 2-5) was established in the Genetically Engineered Mouse Facility at MD Anderson Cancer Center (MDACC) using the Col1a1 tm1a (EUCOMM) Wtsi embryonic stem cells that were obtained from the European Mouse Mutant Cell Repository (EuMMCR), as documented by our previous study (Chen et al., Cancer Cell. 2021. PMID: 33667385). Both female and male mice with desired genotype(s) were used for experimental mice. |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Field-collected samples | No field-collected samples were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Ethics oversight        | The experiments were reviewed and approved by IACUC of MDACC.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |    |
|----------------------------|----|
| Population characteristics | NA |
| Recruitment                | NA |
| Ethics oversight           | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |    |
|-----------------------------|----|
| Clinical trial registration | NA |
| Study protocol              | NA |

Data collection

NA

Outcomes

NA

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No                                  | Yes                      |                            |
|-------------------------------------|--------------------------|----------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

- | No                                  | Yes                      |                                                                             |
|-------------------------------------|--------------------------|-----------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Any other potentially harmful combination of experiments and agents         |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

NA

Files in database submission

NA

Genome browser session

(e.g. [UCSC](#))

NA

### Methodology

Replicates

NA

Sequencing depth

NA

Antibodies

NA

Peak calling parameters

NA

Data quality

NA

Software

NA

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |    |
|---------------------------|----|
| Sample preparation        | NA |
| Instrument                | NA |
| Software                  | NA |
| Cell population abundance | NA |
| Gating strategy           | NA |

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

|                                 |    |
|---------------------------------|----|
| Design type                     | NA |
| Design specifications           | NA |
| Behavioral performance measures | NA |

### Acquisition

|                               |                                                                 |
|-------------------------------|-----------------------------------------------------------------|
| Imaging type(s)               | NA                                                              |
| Field strength                | NA                                                              |
| Sequence & imaging parameters | NA                                                              |
| Area of acquisition           | NA                                                              |
| Diffusion MRI                 | <input type="checkbox"/> Used <input type="checkbox"/> Not used |

### Preprocessing

|                            |    |
|----------------------------|----|
| Preprocessing software     | NA |
| Normalization              | NA |
| Normalization template     | NA |
| Noise and artifact removal | NA |
| Volume censoring           | NA |

### Statistical modeling & inference

|                         |    |
|-------------------------|----|
| Model type and settings | NA |
| Effect(s) tested        | NA |

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference  
(See [Eklund et al. 2016](#))

NA

Correction

NA

Models & analysis

n/a

Involvement in the study

☐

☐

Functional and/or effective connectivity

☐

☐

Graph analysis

☐

☐

Multivariate modeling or predictive analysis

Functional and/or effective connectivity

NA

Graph analysis

NA

Multivariate modeling and predictive analysis

NA

# Supplementary material for: Type-I collagen produced by distinct fibroblast lineages reveals specific function during embryogenesis and Osteogenesis Imperfecta
**Source:** Nat Commun. 2021 Dec 10;12:7199. doi: 10.1038/s41467-021-27563-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Title: Supplementary Movie 1. Movement of 6-month-old Col1a1<sup>fspKO</sup> and WT mice.**

**Description:** Representative video showing the impaired movement due to spontaneous Osteogenesis Imperfecta phenotype in a 6-month-old Col1a1<sup>fspKO</sup> mouse (located in the upper right corner at the beginning of the video), as compared with age-matched WT littermate mouse (located in the lower left corner at the beginning of the video).

How the deposited data were processed for this re-analysis (not part of the article)

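Bone marrow cells of Col1a1fspKO mice and WT littermates, 2 months old, were profiled by sc-RNA-seq. Each genotype had 1 library from a pool of 2 mice. The authors deposited raw UMI counts per gene and cell, made with Cell Ranger. The paper names neither the Cell Ranger version nor the genome build, and the tables give gene symbols only, so no coordinates are reported. Each table lists the genes and cells the authors kept. 12760 genes were listed for Col1a1fspKO and 12763 for WT, and 12312 for both. A gene listed for 1 library only was taken as 0 UMIs in the other and is described as not listed there.

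The total was 8647722 UMIs over 1309 cells in Col1a1fspKO and 8624469 UMIs over 1169 cells in WT. The methods' limits of 200 to 7000 genes and 10% mitochondrial UMIs were applied and removed no cell. The deepest cell had 37314 UMIs in Col1a1fspKO and 36377 in WT. The paper states that about 1000 cells per sample were sequenced.

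The counts were analysed with Seurat 5.3.0 in R 4.3.3, and with Python 3.11.15, scanpy 1.11.5 and scipy 1.17.1. Counts were log-normalized and 2000 variable genes were taken. 27 principal components and Louvain clustering at resolution 0.8 followed. The libraries were merged without integration, and doublets were kept. In all, 67 genes that were to be compared later, or that are sex-linked, were left out of the variable genes. A cluster was given the class whose fixed markers had the highest mean z-score of log2(CPM + 10) over the clusters. It stayed unnamed if its 10 leading genes held more markers of another class than of its own, or if under 3 markers were detected in 10% of its cells. Neutrophil clusters were scored for the 3 neutrophil classes against each other. The markers were set in advance, and this scoring was written after the clusters had been looked at. Under it, cluster 2 was Neutrophil-2-like, with 1 fixed marker of that class and 0 of Neutrophil-1 among its leading genes. Those leading genes include Mmp8, Mmp9, Ly6g and Ifitm6, which the paper lists for Neutrophil-1. They did not count as fixed markers of Neutrophil-1 here. Cluster 2 is also reported by number. Cluster 10 scored highest for T cells and is given by number, because genes of natural killer cells are among its leading genes.

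For each class and library, UMIs were summed and expressed as counts per 1000000 UMIs (CPM) of the class, with exact Poisson 95% intervals. The ratio of Col1a1fspKO over WT has an interval from the exact binomial distribution of the counts. A library with 0 UMIs was set to a floor of 3 UMIs over the class, and the ratio is then a bound. Shares of cells have exact Clopper-Pearson 95% intervals, and the difference between the shares of the libraries has a 95% interval by Newcombe's method, which was added after the shares had been seen. The ratio of the shares has an interval on the log scale. These intervals cover counting error only. With 1 library per genotype, no test between genotypes was made. The genes named are those the paper names for this experiment, with the genes whose symbol starts with Ly6, sex-linked genes and genes that respond to dissociation. Beyond all these, a rule set in advance gave the 10 genes with the highest and the 10 with the lowest ratio among those with at least 50 UMIs in Neutrophil-1-like cells, in Mono/Macro-like cells and over all cells. Not every gene that this rule gives is reported here.

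The calculations were tested on simulated data. For Neutrophil-1-like cells, with 200 of 929 genes changed by known factors, the interval held the known ratio for 96.0% of the changed genes. For Mono/Macro-like cells, with 200 of 5738 genes changed, it did so for 97.0%. These counts were drawn from the Poisson distribution that the intervals assume, so such coverage was built in. The spread of real counts between cells is not tested by it. In 2478 cells drawn from the mean profiles of 15 clusters over 13211 genes, clustering and naming returned the class of 100% of the cells. Those cells have no spread within a cluster, so this does not test cells that lie between clusters.

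The alternatives set before the data were examined were clustering with all variable genes, resolutions of 0.4 and 1.2, 15 principal components, a stricter cell filter (at least 500 genes, at most 5% mitochondrial UMIs), removal of called doublets, CCA integration, Leiden clustering, assignment of single cells by marker score, cells thinned to 2500 UMIs, CPM without the 20 most abundant genes, and means over single cells. A shared UMI minimum, a minimum of 4000 UMIs, other unions of clusters and clustering without 138 genes that differ between the libraries were added after the data had been seen. Those genes differed at least 2-fold in Mono/Macro-like cells, B cells-like cells or cluster 1. Gene names were matched to GENCODE M21 (GRCm38) only to ask which genes are neighbours, and 12796 of 13211 symbols matched. The pathway analysis and the immunofluorescence were not analysed here.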

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

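Of the tests in this part, those on the level of Ly6c1 in other classes, on its paralog, on RNA from outside the cells, on maturity, on sex and on cell composition were chosen after the result was seen. The test of positions in the genome was set before.

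Ly6c1, which the paper reports for Neutrophil-1, was also higher in Col1a1fspKO in a class for which the paper does not report it. In Mono/Macro-like cells it was at 1249 CPM (1200.4 to 1299.7) in Col1a1fspKO and 13.9 CPM (9.18 to 20.3) in WT, a ratio of 89.6. That value argues against a response of Neutrophil-1-like cells alone. Reads moved between Ly6c1 and Ly6c2 would leave their sum equal, but the sum was 1.73 times as high in Col1a1fspKO over all cells. RNA from outside the cells would reach all classes alike, but Erythrocytes-like cells of Col1a1fspKO had 7.56 CPM. More mature cells within the class would leave the ratio near 1 inside a cluster, but in cluster 2 it was 77.1 for Ly6c1 and 2.25 for Ly6g. An effect of the genotype on many cell classes stays open, as does an inherited difference at this gene between the pooled mice. A variant that changes how Ly6c1 reads are counted also stays open, since the paralog test speaks only of Ly6c2. With 1 library per genotype, none of these was separated from the others.

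Genes that the paper does not discuss, apart from the Ly6, sex-linked and dissociation genes, were ranked by their ratio of Col1a1fspKO over WT over all cells, and the 10 highest are given here. Ifi202b, with 136 UMIs in Col1a1fspKO and not listed in WT, was at least 45.2-fold higher, and 130 of its UMIs were in Mono/Macro-like cells. Acvrl1 by 8.38-fold, BC094916 by 7.55-fold, Cxcl10 by 6.08-fold and Stfa2l1 by 5.85-fold were higher in Col1a1fspKO. So were Traf1 by 5.54-fold, Mid1 by 5.20-fold, H2-Q10 by 4.53-fold, Cxcr6 by 4.44-fold and Apobec3 by 4.13-fold. Ifi202b, Stfa2l1 and H2-Q10 have close paralogs, and the authors' counting could have split their reads. Some rest on few cells. Cxcl10 was seen in 27 cells, 1 of which held 26.8% of its UMIs, and Cxcr6 was seen in 24.

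These 10 genes and the 10 lowest in the same ranking were then examined by class. A different mix of cell classes would leave the genes equal inside the classes. Of the 20, 14 had the same direction in every class with at least 10 UMIs, counting only genes with 2 or more such classes, and the other 6 had fewer than 2 such classes. Mice of different sex in the pools would separate the Y-linked genes, but Ddx3y had a ratio of 0.966 (0.817 to 1.14), and Xist had 3 UMIs in WT and was not listed in Col1a1fspKO. Inherited differences in segments of the genome may also act in many classes. For these, the 30 genes with the largest difference and the same direction in every class were taken, of which 28 matched GENCODE M21. At least 2 classes with enough UMIs were required, so Ifi202b, with 1 such class, was not among them. They formed 6 pairs within 2 Mb, at percentile 99.7 of 10000 random lists matched on abundance. Without pairs of 1 gene family, 1 pair was left, at percentile 32.2. The test set beforehand asked for closeness in both counts and found it only in the first. There, 5 of the pairs join members of the Ly6, H2-Q or stefin A families. A family was taken as symbols with the same first 3 letters, and whether its members share reads was not tested. Leaving out such pairs may also drop true neighbours. Inherited segments and an effect of the genotype cannot be told apart here, because 1 library per genotype was made and the counts with and without families point in different directions.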

How the results depend on the processing

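The tests with a shared UMI minimum, a minimum of 4000 UMIs, other unions of clusters and clustering without the differing genes, and the intervals of differences in share, were chosen after the data had been seen. The Neutrophil-1-like share was higher in Col1a1fspKO under all 15 alternatives, both of all cells and of neutrophils. The interval of the difference excluded 0 under 13 of them for all cells and 13 for neutrophils, and included it with CCA integration and above 4000 UMIs. The size of the class moved widely with the choice of clusters.

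Given as Col1a1fspKO and then WT, the share of all cells was 22.4% and 14.0% at resolution 0.4, 19.6% and 11.4% with 15 principal components, 11.7% and 9.67% with CCA integration and 7.56% and 2.65% with Leiden clustering. For the same share, the values were 15.4% and 8.98% with cells assigned by marker score, 6.93% in Col1a1fspKO above the shared UMI minimum, 1.96% and 0.914% above 4000 UMIs and 22.4% and 14.0% for clusters 2 and 7 together. Further values of this share were 18.3% and 14.0% for clusters 2 and 7 above the shared UMI minimum. The share of neutrophils was 55.8% and 37.4% at resolution 0.4, 49.1% and 30.6% with 15 principal components, 25.9% in WT with CCA integration and 18.7% and 7.08% with Leiden clustering. The other values for neutrophils were 39.0% and 24.5% with cells assigned by marker score, 18.7% in Col1a1fspKO above the shared UMI minimum, 6.85% and 3.09% above 4000 UMIs and 56.9% and 38.2% for clusters 2 and 7 together. Also for neutrophils, the share was 49.4% and 38.2% for clusters 2 and 7 above the shared UMI minimum and 8.68% in WT with all variable genes. The cause of these shifts was not tested, apart from the UMI minimum.

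The difference in the Neutrophil-1-like share of all cells, 5.65 percentage points in the main setting, was 2.02 with CCA integration, 2.66 above the shared UMI minimum and 1.05 above 4000 UMIs. For neutrophils, it was 13.6 points in the main setting, 3.28 with CCA integration and 3.77 above 4000 UMIs. The Mono/Macro-like share was 22.9% in Col1a1fspKO above the shared UMI minimum and 27.5% and 27.8% above 4000 UMIs. It was lower in Col1a1fspKO under the 10 alternatives set beforehand, and the interval of the difference excluded 0 in 4 of them. The Neutrophil-3-like share was lower in Col1a1fspKO under the same alternatives, and the interval excluded 0 in 10 for all cells. Above the shared UMI minimum its difference was -2.64 points (-4.97 to -0.314).

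The Mmp9 ratio of Neutrophil-1-like over the other cells was 26.0 and 26.9 at resolution 0.4, 20.7 and 20.9 with 15 principal components, 19.3 in WT with CCA integration and 9.87 and 10.3 with Leiden clustering. For Mmp9, it was also 14.8 and 17.6 with cells assigned by marker score, 26.0 and 26.9 for clusters 2 and 7 together and 6.58 and 7.31 as a mean over cells. The Mmp8 ratio of Neutrophil-1-like over the other cells was 30.6 and 32.6 at resolution 0.4, 25.6 and 26.8 with 15 principal components, 13.3 and 23.9 with CCA integration and 10.1 and 13.9 with Leiden clustering. For Mmp8, it was also 17.2 and 22.9 with cells assigned by marker score, 30.6 and 32.6 for clusters 2 and 7 together and 7.21 and 8.94 as a mean over cells. The Retnlg ratio of Neutrophil-1-like over the other cells was 42.7 in Col1a1fspKO at resolution 0.4, 45.3 and 52.0 with 15 principal components, 44.6 and 54.9 with CCA integration and 35.1 and 46.1 with Leiden clustering. For Retnlg, it was also 44.1 and 47.0 with cells assigned by marker score, 42.7 in Col1a1fspKO for clusters 2 and 7 together, 46.9 in WT with all variable genes and 25.7 and 30.5 as a mean over cells. For Retnlg, it was also 52.8 in WT with thinned cells and 46.8 in WT with the differing genes left out. The Cxcr2 ratio of Neutrophil-1-like over the other cells was 8.56 and 11.2 as a mean over cells. Each ratio stayed above 1.

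Adgre1 in Mono/Macro-like cells was at 75.0 CPM and 73.3 CPM as a mean over cells, and a UMI was found in 14.6% and 17.8% with UMIs thinned. Thinning lowers such a share by its construction. The log2 ratio of Col1a1fspKO over WT in Neutrophil-1-like cells was 0.96 for Ly6g with Leiden clustering. In cluster 2 alone it was 0.19 for Ly6c2 and 0.28 for Cd9.

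For 8 of the genes with the highest or lowest ratio in Neutrophil-1-like cells, the log2 ratio had the opposite sign under some alternatives, in 17 values. The counting interval included a ratio of 1 for 14 of these values, so for them no change of direction was shown. In cluster 2 alone these were -0.49 for Ifitm1, with 4 UMIs in each library and a ratio of 0.712 (0.133 to 3.82), and -0.49 for Stfa2l1, with 3 UMIs in each library. There the log2 ratio was also -0.020 for Ogt, -0.16 for Rpl35 and 0.032 for Uqcr11. For Rassf5 it was -0.028 at resolution 0.4 and for clusters 2 and 7 together, and -0.0015 with 15 principal components. For Rpl35 it was -0.0044 at resolution 0.4 and for clusters 2 and 7 together, and -0.0072 with cells assigned by marker score. For Ppp4c it was 0.043 at resolution 0.4 and for clusters 2 and 7 together, and 0.027 with 15 principal components. The interval excluded 1 for 3 values, all in cluster 2 alone. These were a log2 ratio of -0.73 for Rassf5, a ratio of 0.603 (0.367 to 0.984), -3.66 for Gm5483, a ratio of 0.0792 (0.00181 to 0.571) with 1 and 9 UMIs, and 0.54 for Ppp4c, a ratio of 1.46 (1.00 to 2.15) whose interval barely excludes 1. The cause was not tested. Over all other values that are not listed here, 1005 stayed within their counting interval and 61 moved without changing direction.

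Depth limits these comparisons. Neutrophil-1-like cells of WT number 50 and hold 175649 UMIs, and above 4000 UMIs 8 of them are left. Under 8 of the alternatives set in advance a cluster was named HSPCs-like, and its share was lower in Col1a1fspKO, with intervals of the difference that include 0. With Leiden clustering, some neutrophils lay in a cluster given none of the 3 neutrophil names. No paired analysis was possible because each genotype has 1 library.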

Differences from the paper's values

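Of 24 shares that Fig. 7b also gives, 18 lay within 1.5 times of the paper's and 6 did not. The names of clusters were rebuilt here, and differences may come from that. The paper's Neutrophil-1 share of all cells in Col1a1fspKO is about 19% in Fig. 7b, read by eye, and the value here is 9.93%. It came within 1.5 times of the paper's value at 22.4% at resolution 0.4, 19.6% with 15 principal components, 15.4% with cells assigned by marker score, and not under the other 7 alternatives set before the data were examined. Chosen after seeing the values, 22.4% for clusters 2 and 7 together and 18.3% for clusters 2 and 7 above the shared UMI minimum did so too. The paper's Neutrophil-1 share of all cells in WT is about 11% in Fig. 7b, read by eye, and the value here is 4.28%. It came within 1.5 times of the paper's value at 14.0% at resolution 0.4, 11.4% with 15 principal components, 9.67% with CCA integration, 8.98% with cells assigned by marker score, and not under the other 6 alternatives set before the data were examined. Chosen after seeing the values, 14.0% for clusters 2 and 7 together and 14.0% for clusters 2 and 7 above the shared UMI minimum did so too. The paper's Neutrophil-1 share of neutrophils in Col1a1fspKO is about 47% in Fig. 7b, read by eye, and the value here is 25.2%. It came within 1.5 times of the paper's value at 55.8% at resolution 0.4, 49.1% with 15 principal components, 39.0% with cells assigned by marker score, and not under the other 7 alternatives set before the data were examined. Chosen after seeing the values, 56.9% for clusters 2 and 7 together and 49.4% for clusters 2 and 7 above the shared UMI minimum did so too. The paper's Neutrophil-1 share of neutrophils in WT is about 28% in Fig. 7b, read by eye, and the value here is 11.7%. It came within 1.5 times of the paper's value at 37.4% at resolution 0.4, 30.6% with 15 principal components, 25.9% with CCA integration, 24.5% with cells assigned by marker score, and not under the other 6 alternatives set before the data were examined. Chosen after seeing the values, 38.2% for clusters 2 and 7 together and 38.2% for clusters 2 and 7 above the shared UMI minimum did so too. The paper's Neutrophil-2 share of all cells in Col1a1fspKO is about 15% in Fig. 7b, read by eye, and the value here is 22.7%. It came within 1.5 times of the paper's value at 10.2% at resolution 0.4, 13.0% with 15 principal components, 20.3% with CCA integration, 16.0% with cells assigned by marker score, 21.5% with thinned cells, and not under the other 5 alternatives set before the data were examined. Chosen after seeing the values, 10.2% for clusters 2 and 7 together and 11.1% for clusters 2 and 7 above the shared UMI minimum did so too. The paper's Neutrophil-2 share of neutrophils in Col1a1fspKO is about 37% in Fig. 7b, read by eye, and the value here is 57.7%. It came within 1.5 times of the paper's value at 25.5% at resolution 0.4, 32.5% with 15 principal components, 50.7% with CCA integration, 40.5% with cells assigned by marker score, 54.4% with thinned cells, and not under the other 5 alternatives set before the data were examined. Chosen after seeing the values, 26.0% for clusters 2 and 7 together and 30.0% for clusters 2 and 7 above the shared UMI minimum did so too.

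Fig. 7c labels its fold changes as log2. The values here are the difference in log(mean count per 10000 UMIs + 1) between Neutrophil-1-like and the other cells, over the cells of both libraries. The added 1 lowers them, so they are not logs of the CPM ratios given elsewhere. Over its 20 genes, the mean absolute difference from the values here was 0.252 on the natural log scale and 0.721 on the log2 scale, so natural logs are given, with the paper's values in Fig. 7c, read by eye, in parentheses. For 18 genes the values differed by more than the counting error of the values here. Of Neutrophil-1-like over the other cells, these were Mmp8 1.82 (about 2.1), Ly6g 1.21 (about 1.4), Retnlg 3.28 (about 3.6), S100a11 1.70 (about 1.8) and Ifitm6 1.04 (about 1.4). Others were Pglyrp1 1.26 (about 1.4), Prr13 1.44 (about 1.2), Il1f9 1.23 (about 0.47), Slpi 1.63 (about 1.5) and Lrg1 1.11 (about 0.97). Further differences were Ceacam10 1.08 (about 0.57), R3hdm4 1.15 (about 1.0), S100a6 1.67 (about 1.5), C5ar1 1.18 (about 0.64) and Cxcr2 1.06 (about 0.53). Further differences were Mcemp1 1.11 (about 0.95), Tmcc1 1.15 (about 0.97) and Msrb1 1.18 (about 1.1). On the log2 scale, the value here was 1.53 for Cxcr2. Alternatives set before the data were examined that came within the counting error were Mmp8 2.14 with cells assigned by marker score, Ly6g 1.36 with cells assigned by marker score, Ifitm6 1.37 with 15 principal components, Pglyrp1 1.41 at resolution 0.4, S100a6 1.51 with 15 principal components, Msrb1 1.08 with 15 principal components and 1.11 with cells assigned by marker score. None of them did so for Retnlg, S100a11, Prr13, Il1f9, Slpi, Lrg1, Ceacam10, R3hdm4, C5ar1, Cxcr2, Mcemp1, Tmcc1. Clusters 2 and 7 together, chosen after seeing the values, did so for Pglyrp1, at 1.41. The paper's test took cells as replicates. Of the 20 genes, 14 were also the fixed markers that named Neutrophil-1-like, so their values are not independent of the naming.

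The paper counts Cxcr2 among the genes raised in Col1a1fspKO within Neutrophil-1. Here its CPM ratio in Neutrophil-1-like cells was 0.998 (0.701 to 1.44). In Neutrophil-2-like cells it was 1.54 (1.12 to 2.12), and in clusters 2 and 7 together, chosen after seeing the values, 1.22 (0.937 to 1.59). Among the alternatives set before the data were examined, its log2 ratio in Neutrophil-1-like cells was highest with CCA integration, at 0.45, and lowest with the stricter filter, at -0.047, all within the counting interval of the main value. The paper reports a shift of monocytes and macrophages towards Adgre1, and here the ratio of Adgre1 CPM in Mono/Macro-like cells was 0.960 (0.732 to 1.26). Its log2 value was 0.033 as a mean over cells, within that interval. The text reports a rise in the monocyte/macrophage share, and here the share was 20.4% in Col1a1fspKO and 23.6% in WT, a difference of -3.21 points (-6.49 to 0.050). Fig. 7b, read by eye, gives about 20% and about 23%.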

Other observations

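Of the tests in this part, those on the UMI minimum for the share of all cells, on the differing genes and on the number of libraries were set before their results were seen, although the settings they use, apart from CCA integration, were added after the data had been seen. The intervals of differences and ratios of shares, the test on the share of neutrophils and the tests on Cd9 and Stfa2l1 were chosen after the result was seen.

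The Col1a1fspKO table starts at a lower UMI count than the WT table, and Neutrophil-1-like cells are shallow. If this were the whole cause of the higher Neutrophil-1-like share, a shared minimum should remove the difference. With the WT minimum in both libraries, the difference in the share of all cells fell from 5.65 to 2.66 percentage points, with an interval of 0.785 to 4.56, and the ratio of the shares from 2.32 to 1.62 (1.15 to 2.29). The difference in the share of neutrophils fell from 13.6 to 7.08 points (2.27 to 11.9). The criterion set in advance was whether the separate intervals of the shares overlap, and by it the test went with the UMI minimum for the share of all cells, since 5.53 to 8.55% and 3.19 to 5.60% overlap. The interval of the difference, adopted after these values were seen, excludes 0 for both shares, and beyond counting error this argues against the UMI minimum as the whole cause. That it accounts for part of the difference stays open. A minimum of 4000 UMIs decides nothing, because it left 17 of 130 Neutrophil-1-like cells in Col1a1fspKO and 8 of 50 in WT. The shared minimum may also remove more cells from Col1a1fspKO, since several classes were shallower there. The median was 3082 UMIs in Neutrophil-1-like cells of Col1a1fspKO and 3342 in WT, 4326 and 5469 in B cells-like cells, and 9422 and 11812 in Erythrocytes-like cells, but 5951 and 5812 in Mono/Macro-like cells.

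A further explanation is that genes differing between the libraries in other classes draw cells into the cluster. Genes that differ at least 2-fold in Mono/Macro-like cells, B cells-like cells or cluster 1 were left out of the clustering. The difference was then 6.05 points, which argues against those genes as the whole cause. Genes that differ only in other classes were not in that set. CCA integration, which also removes smaller differences between libraries, left 2.02 points (-0.427 to 4.45). Of the cells of cluster 7, 72.2% came from the Col1a1fspKO library. Because these values point in different directions, a cluster shaped by the library and a cell type that is more frequent cannot be told apart. Chance differences between mice or dissections cannot be told apart from the genotype either, as there is 1 library per genotype.

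Cd9 and Stfa2l1 were higher in Neutrophil-1-like cells of Col1a1fspKO. A larger portion of the most mature cells would make these ratios fall to about 1 inside clusters taken separately. For Cd9 the ratio was 1.81 (1.32 to 2.53) in cluster 7, 1.22 (0.955 to 1.56) in cluster 2 and 1.28 (1.02 to 1.59) in cluster 1. For Stfa2l1 it was 3.73 (2.22 to 6.70) in cluster 7. In cluster 2, with 3 UMIs in each library, it was 0.712 (0.0954 to 5.32), and in cluster 1, with 6 UMIs in Col1a1fspKO and 1 in WT, 6.63 (0.804 to 305). The tests do not decide. The Cd9 interval excludes 1 in cluster 1 but not in cluster 2, clusters 1 and 2 have too few Stfa2l1 UMIs, and cluster 7 is the class itself.

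The rankings that follow leave out the genes chosen by name, such as Ly6c1, with a ratio of 25.8 in Neutrophil-1-like and 89.6 in Mono/Macro-like cells, and Ly6g, with 2.38 in Neutrophil-1-like cells. Among the remaining genes, the 10 with the highest ratio of Col1a1fspKO over WT in Neutrophil-1-like cells were, with the UMIs of Col1a1fspKO and WT, Stfa1 (9.36, 157 and 7 UMIs), Ifitm1 (7.79, 56 and 3 UMIs, counting interval 2.53 to 38.9), Stfa2l1 (3.73, 143 and 16 UMIs), BC100530 (2.44, 187 and 32 UMIs), Rassf5 (2.35, 45 and 8 UMIs). They also included Gm5483 (2.18, 466 and 89 UMIs), Ogt (2.15, 67 and 13 UMIs), Srpk2 (2.09, 65 and 13 UMIs), Rpl35 (2.09, 55 and 11 UMIs), Akap13 (2.09, 45 and 9 UMIs). Stfa2l1 and Gm5483 are among the genes that define the cluster and took part in the clustering, so their ratios are not independent of it. Stfa1, Stfa2l1, BC100530 and Gm5483 are related stefin A genes, between which the authors' counting could have split reads, and in cluster 2 alone the log2 ratio was -3.66 for Gm5483, with 1 and 9 UMIs. Some of these ratios rest on few cells, so that their counting intervals understate the error. Stfa1 was seen in 11 cells of Col1a1fspKO and 2 of WT, and 1 cell held 37.2% of its UMIs. For BC100530 these values were 13 cells, 4 cells and 21.5%, for Ifitm1 22, 3 and 16.9%, for Gm5483 24, 8 and 11.5%, and for Stfa2l1 30, 5 and 10.7%. The 10 lowest began with Gdpd3 (0.171, 32 and 78 UMIs), Itgb2l (0.453, 38 and 35 UMIs), Uqcr11 (0.482, 37 and 32 UMIs), Ctse (0.485, 36 and 31 UMIs), Atp6v1d (0.492, 33 and 28 UMIs). The others were Cebpe (0.518, 72 and 58 UMIs), Nedd8 (0.526, 58 and 46 UMIs), Snap23 (0.540, 44 and 34 UMIs), Mrpl20 (0.550, 29 and 22 UMIs), Ppp4c (0.552, 41 and 31 UMIs).

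In the same ranking for Mono/Macro-like cells, the highest ratios after Ifi202b were those of Ccl5 (10.7), Tspan32 (4.68), Gbp2 (3.76) and Cldn15 (3.34), followed by Gm7879 (3.29), Mndal (3.11), Cd7 (2.91), Ocel1 (2.54) and Apobec3 (2.47). Among the lowest ratios there, after Jchain, were those of Gm5900 (0.0372, with 2 and 53 UMIs and a counting interval of 0.00439 to 0.141), Gdpd3 (0.166), Ddit4 (0.167) and Eif3j1 (0.242). Others were Gm26825 (0.401), Ptprcap (0.403), Bcl2l11 (0.404), Hist1h2bc (0.423). Jchain had 163 UMIs in WT and 0 in Col1a1fspKO in these cells, but 1 cell, in cluster 9, held 161 of them. Likewise, 1 cell held 71.0% of the Ccl5 UMIs in these cells. The largest portion held by 1 cell was 21.5% for Cd7, 15.1% for Gbp2 and 12.9% for Ptprcap. Over all cells, BC018473 had 401 UMIs in WT and was not listed in Col1a1fspKO. Prg2 had 265 UMIs in WT and was not listed in Col1a1fspKO, but 1 cell held 77.7% of them. The next lowest ratios in this ranking were those of Gm5900 (0.0426), Gm4955 (0.114), Hddc3 (0.140), Fcer1a (0.155), then 4933404O12Rik (0.161), Rpgrip1 (0.163), Gm37065 (0.166), B930036N10Rik (0.206). Fcer1a was seen in 26 cells, 1 of which held 19.9% of its UMIs. The Y-linked genes Eif2s3y, Uty and Kdm5d had 555, 52 and 18 UMIs in Col1a1fspKO, and 496, 68 and 34 in WT. Of the genes that respond to dissociation, Fos had a ratio of 1.68 (1.41 to 1.99) and Dusp1 of 1.4 (1.14 to 1.74) over all cells.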
